# Nuclear speckle specific hnRNP D-like prevents age- and AD-related cognitive decline by modulating RNA splicing

**DOI:** 10.1186/s13024-021-00485-w

**Published:** 2021-09-22

**Authors:** Qingyang Zhang, Juan Zhang, Jin Ye, Xiaohui Li, Hongda Liu, Xiaolin Ma, Chao Wang, Keqiang He, Wei Zhang, Ji Yuan, Yingjun Zhao, Huaxi Xu, Qiang Liu

**Keywords:** hnRNP DL, Aging, Alzheimer’s disease (AD), Cognition, Nuclear speckles, Alternative splicing

## Abstract

**Background:**

Aberrant alternative splicing plays critical role in aging and age-related diseases. Heterogeneous nuclear ribonucleoproteins (hnRNPs) reportedly regulate RNA splicing process. Whether and how hnRNPs contribute to age-related neurodegenerative diseases, especially Alzheimer’s disease (AD), remain elusive.

**Methods:**

Immunoblotting and immunostaining were performed to determine expression patterns and cellular/subcellular localization of the long isoform of hnRNP D-like (L-DL), which is a hnRNP family member, in mouse hippocampus. Downregulation of L-DL in WT mice was achieved by AAV-mediated shRNA delivery, followed by memory-related behavioural tests. L-DL interactome was analysed by affinity-precipitation and mass spectrometry. Alternative RNA splicing was measured by RNA-seq and analyzed by bioinformatics-based approaches. Downregulation and upregulation of L-DL in APP/PS1 mice were performed using AAV-mediated transduction.

**Results:**

We show that L-DL is specifically localized to nuclear speckles. L-DL levels are decreased in the hippocampus of aged mouse brains and downregulation of L-DL impairs cognition in mice. L-DL serves as a structural component to recruit other speckle proteins, and regulates cytoskeleton- and synapse-related gene expression by altering RNA splicing. Mechanistically, these splicing changes are modulated via L-DL-mediated interaction of SF3B3, a core component of U2 snRNP, and U2AF65, a U2 spliceosome protein that guides U2 snRNP’s binding to RNA. In addition, L-DL levels are decreased in APP/PS1 mouse brains. While downregulation of L-DL deteriorates memory deficits and overexpression of L-DL improves cognitive function in AD mice, by regulating the alternative splicing and expression of synaptic gene *CAMKV*.

**Conclusions:**

Our findings define a molecular mechanism by which hnRNP L-DL regulates alternative RNA splicing, and establish a direct role for L-DL in AD-related synaptic dysfunction and memory decline.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13024-021-00485-w.

## Background

Alternative splicing is a process wherein specific regulators modulate core splicing machinery to selectively generate various splicing variants [1]. Pre-mRNA splicing relies on recruitment of a large ribonucleoprotein complex, known as spliceosome, at 5′ and 3′ splice sites (5′SS and 3′SS). Typically, the 3′SS is bound by U2 auxiliary factors (U2AFs) in spliceosome assembly, wherein U2AF small subunit U2AF35 binds to the 3′ SS, and the large subunit U2AF65 binds to the polypyrimidine tract adjacent to the 3′ SS [2]. U2AF65 interacts with core U2 small nuclear ribonucleoprotein (U2 snRNP) component splicing factor 3B (SF3B), such as SF3B1, SF3B2 or SF3B3, to promote binding of U2 snRNP to branch sites and subsequent splicing complex formation and activation, eventually intron removal [3].

Brain aging is an irreversible physiological process, accompanied by decreased cognitive function and memory loss [4]. Aging is a major risk factor for the progression of neurodegenerative diseases [5, 6]. Mounting evidence has shown a global change in alternative splicing during brain aging and age-related neurodegenerative diseases [7]. Moreover, aberrant splicing produces irregular splicing products with defective or even harmful functions, and contributes to aging or age-related diseases [8]. For instance, exon 18 skipping of postsynaptic density protein 95 (PSD95) results in generation of a splicing variant with premature translational termination, and this splicing variant is prone to degradation through nonsense-mediated decay (NMD) pathway, resulting in reduced levels of PSD95 [9]. This splicing change of PSD95 is promoted by polypyrimidine tract binding protein 1 (PTBP1), whose levels are significantly increased upon aging progression [10]. These findings suggest that age-dependent RNA binding protein-mediated alternative splicing is responsible for alterations in synaptic structure and function during aging progression. *BACE1*, which encodes β-secretase 1 that catalyzes amyloid precursor protein into β-amyloid (Aβ), undergoes extensive alternative splicing upon aging [11, 12]. As a result, full-length BACE1 shows an age-dependent increase, resulting in a rise in BACE1 level and a consequent accumulation of Aβ in the brain [13]. This leads to age-related cognitive impairment and AD progression [14–16]. Notably, a mutation in intron 4 of presenilin 1 (PS1) leads to production of an aberrant transcript and a full-length PS1 with insertion of an extra threonine, consequently promoting Aβ42 production and AD pathology [17, 18].

Nuclear speckles, also known as SC35 domain, are originally discovered as a storage site for RNA processing factors with functions predominantly linked to the alternative splicing of pre-mRNA [19]. The shape and size of nuclear speckles are in a dynamic change due to continual exchange of splicing factors between speckles and nucleoplasm [20]. Cellular processes such as Pol II transcription and splicing are involved in dynamic changes of nuclear speckles [21]. Heterogeneous nuclear ribonucleoproteins (hnRNPs), a classic splicing regulator, are extensively involved in alternative splicing regulation [1]. Biochemical purification and proteomic analyses have identified the existence of multiple hnRNPs in nuclear speckles, which may contribute to maintaining the structural and functional integrity of nuclear speckles [22, 23].

Here, we demonstrate that L-DL is predominantly expressed in neurons and its levels are significantly decreased in the hippocampus of both aged and AD brains. Particularly, deficiency of L-DL in the hippocampus impairs cognitive function. We uncover that L-DL is specifically localized to nuclear speckles, serving as a structural component to maintain the structure of this nuclear body. Moreover, L-DL regulates splicing patterns of multiple cytoskeleton- and synapse-related genes via modulating the loading of U2 snRNP-mediated spliceosome on their pre-mRNAs. In addition, L-DL levels are reduced in APP/PS1 (AD model) mouse brains, and further downregulation of L-DL in these mice deteriorates memory decline, whereas overexpression of L-DL restores synaptic protein expressions and cognitive function in AD mice. Taken together, these findings suggest that nuclear speckle specific L-DL regulates aging- and AD-related cognitive function via modulating alternative splicing of cytoskeleton- and synapse-related genes.

## Methods

### Cell culture and plasmid transfection

Neuro-2a cells (N2a) (ATCC, CCL-131) and 293T cells (ATCC, CRL-3216) were cultured according to standard procedures. Cells were growing in DMEM (Gibco, #12100061) supplemented with 10% FBS (Biological Industries, #1827594) and 1% penicillin/streptomycin (Gibco, #15070063) and incubated in 5% humidified CO_2_ incubator at 37 °C. Plasmid transfection was performed when cells were approximately 70–80% confluent using PEI (Sigma-Aldrich, #408727).

### Animals

C57BL/6 J mice were purchased from GemPharmatech and APP/PS1 mice were purchased from Shanghai Model Organisms Center. All experimental protocols were approved by the Animal Studies Committee at University of Science and Technology, Hefei, China.

### Plasmid construction

To generate pcDNA 3.1 (+)-GST vector, GST sequence was PCR amplified from pcDNA3.1 + N-GST (TEV) (GenScript) and subcloned into Nhe I / EcoR I restriction sites of pcDNA 3.1 (+) (Thermo Fisher Scientific, #V790–20). To generate pcDNA 3.1 (+)-GST-L-DL plasmid, the coding sequence of L-DL was PCR amplified from cDNA derived from mouse hippocampus, then subcloned into EcoR I / Xho I restriction sites of pcDNA 3.1 (+)-GST vector. Primers for cloning are listed in Table S1.

Splicing reporter was constructed according to previously published [24]. Luciferase-intron-Mutant (luciferase-Mut), which was generated by inserting an immunoglobulin intron (Promega, #U47119) into firefly luciferase gene, and wild-type firefly luciferase (luciferase-WT) with PEST and CL1 sequence for protein destabilization were synthesized (Tsingke) and subcloned into BamH I / EcoR I restriction sites of pcDNA 3.1 (+) vector.

For adeno-associated virus (AAV) plasmid expressing L-DL shRNA, four H1 promoter driven L-DL shRNA sequences were tandemly arranged and synthesized (Tsingke), then subcloned into BamH I / EcoR I restriction sites of pAAV-EF1a-DIO-Gcamp6s vectors (Addgene, #67526), wherein EF1a promoter was substituted with CamkIIα promoter followed by zsGreen sequence for neuron-specific visualization of the injected areas. AAV was produced and microinjected into the hippocampus of mouse brains for knockdown. The sequences of luciferase-WT, luciferase-Mut and four tandemly arranged L-DL shRNA sequences are listed in Table S2.

L-DL sgRNAs were designed using online sgRNA designing tools: https://sg.idtdna.com/site/order/designtool/index/CRISPR_SEQUENCE. Four mouse sgRNAs and four human sgRNAs were separately subcloned into the BsmB I site of LentiCRISPR v2 plasmid (Addgene, #52961) as previously described [25, 26]. These sgRNA sequences are listed in Table S3.

### CRISPR-Cas9 mediated L-DL knockout in cells

Mixture of four L-DL-sgRNA on lentiCRISPR plasmid were co-transfected into 293T cells, together with packaging plasmid (pHR’8.2deltaR) and envelope plasmid (pCMV-VSV-G). Virus-containing medium was harvested 48 h after the transfection. Cells were treated with virus containing medium for 48 h. Transduced cells were selected with 10 μg/ml of puromycin.

### Protein extraction and Western blot

Cells and brain tissues were lysed in PBS plus 1% Trion X-100 and 1% protease inhibitor cocktail (Targetmol, #C0001), following by sonication. Protein concentration was measured with BCA Protein Assay Kit (Thermo Fisher Scientific, #23250) and equal amount of protein was separated  by SDS-PAGE electrophoresis. Proteins were then transferred from gel to 0.45 μm nitrocellulose membrane (Pall Corporation, #27182369). Membranes were blocked with 5% non-fat milk in Tris buffered saline containing 0.1% Tween 20 (TBST) for 1 h, following by incubation with primary antibodies at 4 °C overnight. The following primary antibodies were used: rabbit anti-L-DL (Sigma-Aldrich, #HPA063147) at dilution of 1:2,000, rabbit anti-hnRNP DL (Abcepta, #AP5352c) at dilution of 1:1,000, mouse anti-GST (Santa Cruz Biotechnology, #sc-138) at dilution of1:5,000, mouse anti-RBM25 (Santa Cruz Biotechnology, #sc-374271) at dilution of 1:500, mouse anti-NPM1 (Proteintech, #60096-1-Ig) at dilution of 1:2,000, mouse anti-PML (Abcam, #ab6263) at dilution of 1:1,000, mouse anti-SF3B1 (Santa Cruz Biotechnology, #sc-514655) at dilution of 1:1,000 dilution, mouse anti-U2AF65 (Santa Cruz Biotechnology, #sc-53942) at dilution of 1:1,000, mouse anti-U2AF35 (Proteintech, #60289-1-Ig) at dilution of 1:2,500, rabbit anti-SF3B3 (Proteintech, #14577-1-AP) at dilution of 1:2,000, rabbit anti-PSD95 (Proteintech, #20665-1-AP) at dilution of1:1,000, rabbit anti-SNAP25 (Proteintech, #14903-–1-AP) at dilution of 1:5,000, rabbit anti-CAMKV (Proteintech, #14788-1-AP) at dilution of 1:1,000, rabbit anti-NR2B (Proteintech, #21920-1-AP) at  dilution of 1:2,000, rabbit anti-SC35 (Abclonal, #A3635) at dilution of 1:1,000000 dilution, mouse anti-Lamin B1 (Proteintech, #66095-1-Ig) at dilution of 1:5,000, mouse anti-GAPDH (Proteintech, #60004-1-Ig) at dilution of 1:5,000 , rabbit anti-Lamin A/C (Proteintech, #10298-1-AP) at dilution of 1:5,000 . Goat anti-mouse IgG (H + L) (peroxidase/HRP conjugated) (Elabscience, #E-AB-1001) or goat anti-rabbit IgG (H + L) (peroxidase/HRP conjugated) (Elabscience, # E-AB-1003) secondary antibodies were used at dilution of 1:5,000. The immunoreactive bands were detected by Pierce ECL Western Blotting Substrate (Thermo Fisher Scientific, #32209). For densitometric analyses, immunoreactive bands were quantified using Fiji software (https://imagej.nih.gov/ij/).

### Immunofluorescence staining

Cells seeded on cover slips were washed 3 times with PBS, following by fixation in 4% PFA for 20 min. Cells were permeabilized with PBS containing 0.4% Triton X-100 (PBST), following by blocking with 2% BSA in PBST for 30 min. After blocking, cells were incubated with rabbit anti-L-DL (Sigma-Aldrich, #HPA063147) at dilution of 1:200, mouse anti-SC35 (BD Bioscience, #556363) at dilution of a 1:200, mouse anti-SON (Santa Cruz Biotechnology, #sc-398508) at dilution of 1:200, mouse anti-RBM25 (Santa Cruz Biotechnology, #sc-374271) at dilution of 1:50, mouse anti-NPM1 (Proteintech, #60096-1-Ig) at dilution of 1:200, mouse anti-PML (Abcam, #ab6263) at dilution of 1:50, mouse anti-SMN (Abcam, #ab5831) at dilution of 1:50 overnight at 4 °C, followed by incubation with Alexa Fluor 594-conjugated Goat anti-rabbit secondary antibody (Thermo Fisher Scientific, #R37117), or Alexa Fluor 488-conjugated Goat anti-mouse secondary antibody (Thermo Fisher Scientific, #R37120), and 4′, 6-diamidino-2-phenylindole dihydrochloride (DAPI) (Sigma-Aldrich, #D9542).

Immunostaining for brain tissues was performed as described previously, with modifications [27]. Mice were anesthetized and sacrificed, then perfused with 0.9% NaCl solution. Brains were isolated, immersed in 4% paraformaldehyde (PFA) and cryo-preserved in 30% sucrose for 24 h at 4 °C. Tissues were then embedded in OCT compound and sectioned with microtome at 10 μm thickness (Leica, CM1860). Glass slide-mounted sections were washed with TBS (20 mM Tris, 150 mM NaCl, pH 7.2), permeabilized with TBS containing 0.25% Triton X-100, followed by blocking with 0.5% BSA in TBST buffer (20 mM Tris, 150 mM NaCl, 0.1% Triton X-100, pH 7.2) for 1 h. Sections were then incubated with rabbit anti-L-DL (Sigma-Aldrich) at dilution of a 1:400, mouse anti-GFAP (BD Bioscience, #556328) at dilution of 1:100, mouse anti-NeuN (Millipore, #MAB377) at dilution of 1:100 at 4 °C overnight. After washing, slices were incubated with Alexa Fluor 594-conjugated Goat anti-rabbit secondary antibody (Thermo Fisher Scientific) or Alexa Fluor 488-conjugated Goat anti-mouse secondary antibody (Thermo Fisher Scientific). Fluorescence signals were captured with a Leica TCSSPE confocal Microscope and analysed with Fiji software.

### GST-L-DL co-affinity precipitation (co-AP)

293T cells were transfected with GST-control (GST-CTRL) or GST-L-DL plasmids and cell lysates were collected with GST-binding buffer (PBS buffer with 0.1 mM EDTA, 0.1% Triton X-100 and 1% proteinase inhibitor cocktails, pH 7.4). Cells then were sonicated until the lysate was clear and transparent. Protein concentration was measured with BCA Protein Assay Kit (Thermo Fisher Scientific, #23225) and 500 μg of cell lysates were used to incubate with 30 μl GST agarose beads (Cytiva, #17075601) overnight at 4 °C. Beads were washed 3 times with buffer A (PBS buffer with 0.1% SDS and 0.3% deoxycholate and 0.3% NP-40, pH 7.4) and buffer B (50 mM Tris-HCl with 10 mM MgCl_2_ and 0.5% NP-40, pH 7.4). GST-binding proteins were eluted with protein loading buffer (10 mM Tris-HCl with 0.4% SDS and 20 mM DTT and 2% glycerol and 0.05% bromophenol blue dye, pH 6.8). Beads were removed by centrifugation at 5,000 rpm for 1 min. The supernatant was collected for western blot or silver staining assay.

### Silver staining and Mass Spectrometry

Silver staining was performed as described previously [28]. Briefly, gels were submerged in fixative solution (50% ethanol, 12% acetic acid and 0.05% formalin) for 2 h, followed by washing with 20% EtOH twice for 40 min. 0.02% sodium thiosulfate solution was used to sensitize the gel for 2 min, followed by wash with deionized water. Gels were then incubated with 0.2% AgNO_3_ containing 0.076% formalin for 20 min, followed by wash with deionized water twice. Finally, gels were developed in 6% Na_2_CO_3_ solution containing 0.0004% Na_2_S_2_O_3_ and 0.05% formalin for 2–5 min and developing was terminated in 12% acetic acids. Target bands were subjected to Mass Spectrometry (MS) analysis (PTM Biolab). Proteins identified from MS are listed on Table S4. Functional annotations were performed on website: http://metascape.org/, with protein accession as previously described [29]. Cellular component enrichment analysis was conducted by a tool available on website: http://geneontology.org/. Analyses on L-DL-associated protein interactions were carried out on STRING database (https://string-db.org/) (v.11.0, *H. sapiens* dataset, PPI enrichment *P-*value: < 1.0e-16) according to previously published [30].

### Splicing reporter assay

Splicing reporter assay was conducted according to procedures previously described [24]. Briefly, L-DL KO and control (CTRL) N2a cells were transfected with luciferase-WT or luciferase-Mut for 12 h. The relative luciferase activity was calculated based on the following formula:

$$ \mathrm{Relative}\ \mathrm{luciferase}\ \mathrm{activity}=\frac{\mathrm{luciferase}\hbox{-} {\mathrm{Mut}}_{\mathrm{L}\hbox{-} \mathrm{DL}\ \mathrm{KO}}/\mathrm{luciferase}\hbox{-} {\mathrm{WT}}_{\mathrm{L}\hbox{-} \mathrm{DL}\ \mathrm{KO}}}{\mathrm{luciferase}\hbox{-} {\mathrm{Mut}}_{\mathrm{CTRL}}/\mathrm{luciferase}\hbox{-} {\mathrm{WT}}_{\mathrm{CTRL}}}. $$

### RNA extraction, reverse transcription and PCR for splicing analysis

Total RNA was extracted from cells or tissues using TRIzol Reagent (Invitrogen, #15596026), according to manufacturer’s protocol. RNA was reverse transcribed into cDNA using HiScriptIII 1st Strand cDNA Synthesis Kit (Vazyme, #R312). For splicing analysis, specific primers were used to amplify gene splicing isoforms using Easy Taq DNA Polymerase (Transgen, #AP111). The PCR products were analysed by  3% agarose TBE gel. The qualification of PCR products was conducted by Fiji software. Specific splicing primers are listed in Table S5.

### Next generation sequencing and alternative splicing analysis

For RNA-Sequencing (RNA-Seq), total RNA was isolated from cells and mRNA was enriched by Oligo (dT) beads, followed by fragmentation and reverse transcription with random primers. Obtained cDNAs were purified, their 5′ and 3′ ends were repaired and ligated with adapters. Ligated cDNAs were amplified by PCR and subjected to Illumina Novaseq system for 150 nt pair-end sequencing (Annoroad). Reads were aligned to the mouse genome (Mus_musculus.GRCm38.90.chr). For alternative splicing analysis, “percent spliced in” (PSI) values, computed via rMATS (v4.1.0) software, were used to define alternative splicing levels of exon skipping, intron retention, mutually exclusive exon inclusions, alternative 5′ splice sites, and alternative 3′ splice sites as previously reported [31]. The positive change of ΔPSI (PSI_L-DL KD_-PSI_CTRL_ > 0) represents increase of inclusion and negative change ΔPSI (PSI_L-DL KD_-PSI_CTRL_ < 0) represents decrease of inclusion.

### Generation of adeno-associated virus and hippocampal injection

Adeno-associated virus (AAV) was produced according to procedures previously reported [32, 33]. In Brief, AAV plasmid with target sequences, pHelper and helper 2/9 plasmid were co-transfected into 293T cells in a ratio of 2:1:1 by PEI. Twenty-four hours after transfection, medium was changed to DMEM plus 2% FBS. Both cells and medium were collected for AAV purification 72 h after transfection.

AAV particles were released from cells with freeze/thaw cycles, followed by treatment with 50 U/ml benzonase nuclease (MKbio) and 10 U/ml RNase I (Vazyme) at 37 °C for 30 min, and incubation for another 30 min upon adding of 0.5% sodium deoxycholate (Sigma-Aldrich). Cell debris were removed by centrifugation at 2,500 g for 30 min, 40% PEG8000 and 2.5 M NaCl were added to precipitate the virus. The viral pellet was re-suspended in PBS, and contaminated proteins were removed by chloroform and (NH_4_)_2_SO_4_ extraction. Viral titter was determined by qPCR-based approach.

Male wild-type C57BL/6 J mice at 8 weeks of age were stereotaxically injected with L-DL shRNA (0.8 μl, 2 × 10^11^ TU/ml) or control shRNA (0.8 μl, 8 × 10^11^ TU/ml) adenovirus into the bilateral CA1 areas of hippocampus with an air pressure injector system (KDS). Male APP/PS1 mice at 6 months of age were stereotaxically injected with L-DL shRNA (0.8 μl, 2 × 10^11^ TU/ml) or control shRNA (0.8 μl, 8 × 10^11^ TU/ml) adenovirus, with L-DL overexpression (0.5 μl, 7 × 10^11^ TU/ml) or control adenovirus (0.5 μl, 8 × 10^11^ TU/ml) into the bilateral CA1 areas of hippocampus with an air pressure injector system (KDS). The coordinates used for stereotaxic injections were AP -2.3, ML 2.0, DV -1.5 and AP -2.3, ML -2.0, DV − -1.5. Behavioural tests were conducted 4 weeks after the injection.

### Behavioural assays

#### The Morris water maze

To evaluate spatial learning and memory, the Morris water maze task was performed according to previously published [34]. Briefly, a platform (10 cm) was submerged in a black circular pool (diameter: 120 cm). During the training phase, each individual mouse received consecutive trials for continuous 5 days. On probe trial day, the platform was removed and mice were allowed to swim for 90 s starting from site opposite to where the platform was located. Behavioural parameters were recorded by a video camera set on top of the circular pool and data were analyzed using Ethovision XT 11 software (Noldus).

#### Novel object recognition (NOR)

The Novel object recognition task was performed as described previously, with modifications [35, 36]. Briefly, all mice were placed in an open field box, and allowed to freely explore the empty open field arena for 5 min on day 1. On day 2, each mouse was subjected to familiarization phase with exploration of two identical objects (A + A) for 5 min. 4 h after the familiarization phase, mouse was allowed to explore the field with a familiar object (A) and a novel object (B) at the same position for 5 min. Behavioural parameters were recorded by a video camera set on top of the arena  and data were analyzed using Ethovision XT 11 software (Noldus). The discrimination index is calculated as the ratio of time to explore the novel object to total exploring time on both objects.

#### Y maze

Modified version of Y maze test was performed as described previously, with modifications, in white polypropylene walls with three arms (10 × 40 × 16 cm) [37, 38]. This test comprises a sample phase trial and a test phase trial. In the sample phase trial, mice were placed in the maze with one of 3 arms closed, and allowed to freely explore for 6 min. Chambers were cleaned with 70% ethanol before and after each use. 6 h after the sample phase trial, mice were allowed to freely explore the field of maze with 3 arms opened for 6 min in the test phase trial. The arm previously closed in the sample phase trial was defined as the novel arm. Behavioural parameters were recorded by a video camera and time spent in novel arm were analyzed using Ethovision XT 11 software (Noldus).

#### Open field

The Open field task was performed as described previously in a large square chamber [39]. During the test, mice were placed in a corner square with its head facing the corner of the open field apparatus, and were allowed to explore for 8 min to record its exploratory activities. Chambers were cleaned with 70% ethanol before and after each use. Behavioural parameters were recorded by a video camera and data were analyzed using Ethovision XT 11 software (Noldus).

#### Quantification and statistical analysis

All quantified data represent an average of at least triplicate samples. Error bars represent standard error of the mean. Statistical significance was determined by Student’s *t*-test or two-way ANOVA in GraphPad Prism 5.0. *P* < 0.05 was considered significant (indicated by an asterisk in the figures), *P* < 0.01 (indicated by two asterisks in the figures), *P* < 0.001 (indicated by three asterisks in the figures), n.s. not significant.

## Results

### L-DL shows an age-dependent decrease in the brain

hnRNP DL (DL) is a highly conserved nuclear RNA binding protein located in the genomic position 4q21 [40]. Two DL transcripts have been identified previously [41], which are translated into long- and short-isoform of DL proteins, namely L-DL and S-DL, with molecular weights of 53 kDa and 38 kDa respectively (Fig. S1a). To investigate their expression patterns upon aging progression, we assessed the levels of L-DL and S-DL in the hippocampus of 3-month-old mice (young) and 24-month-old mice (aged). We found a significant reduction of L-DL, but not S-DL, in aged mouse hippocampus (Fig. 1a, b). Moreover, L-DL was preferentially expressed in neurons and its expression was almost undetectable in astrocytes (Fig. 1c, d). This neuronal localization of L-DL was also confirmed by immunostaining (Fig. 1e). Notably, L-DL was predominantly localized to the nucleus, as demonstrated by subcellular fractionation and immunostaining (Fig. 1f, g). These findings suggest that L-DL is predominantly localized to neuronal nuclei and displays an age-dependent reduction in the hippocampus of mouse brain.

**Fig. 1:**
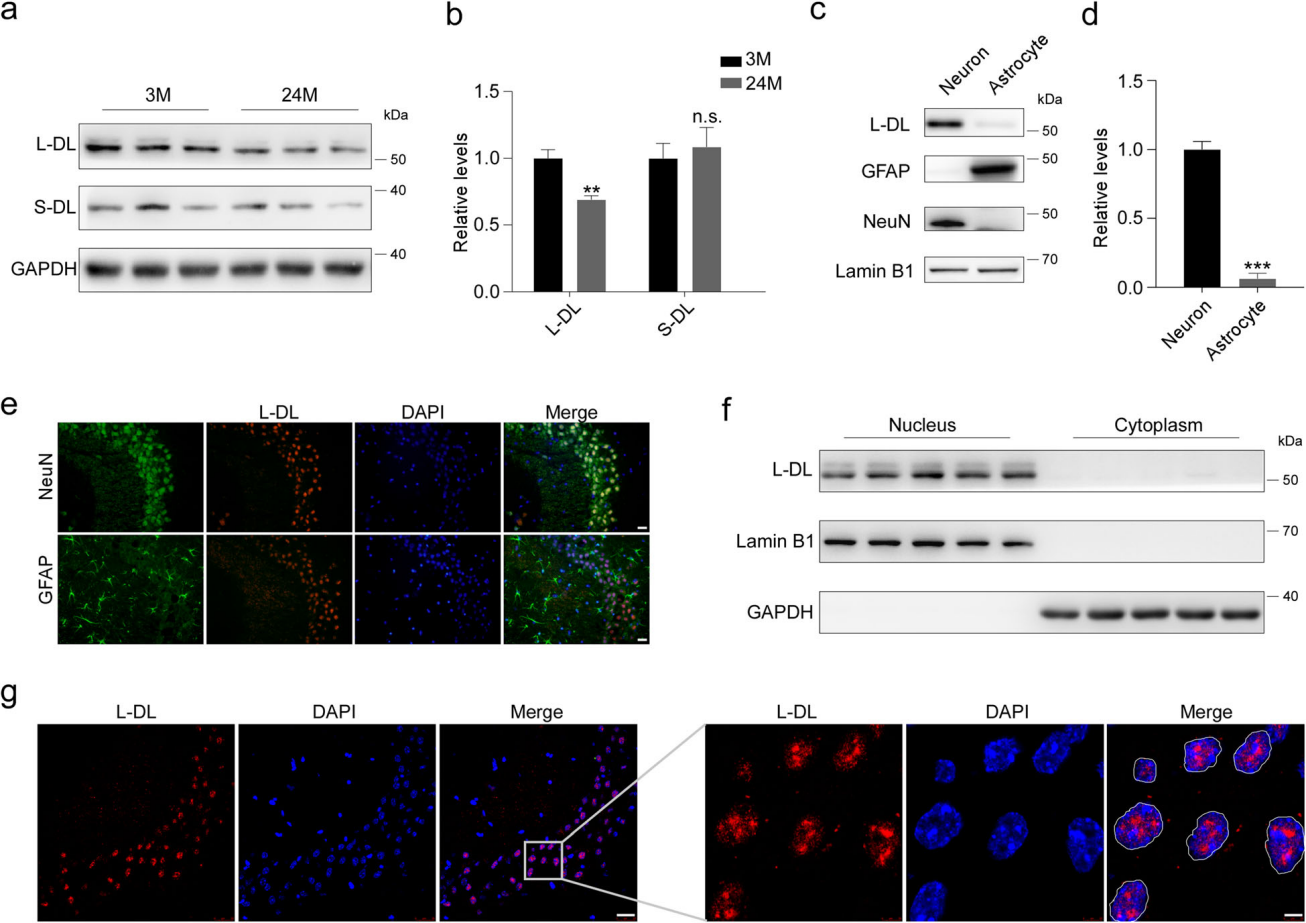
L-DL shows an age-dependent decrease in the brain. **a**, **b** Levels of L-DL and S-DL in the hippocampus of 3-month- and 24-month-old mice (3 M and 24 M, respectively; *n* = 3 per group), determined by immunoblotting (**a**) and densitometric analyses (**b**). GAPDH was included as an input control. **c**, **d** Levels of L-DL, NeuN, a neuronal marker, and GFAP, an astrocytic marker, in cultured neurons and astrocytes, were determined by immunoblotting (**c**) and densitometric analyses (*n* = 3) (**d**). **e** Representative immunofluorescence images of NeuN or GFAP (green), L-DL (red) and DAPI (blue) in the CA1 of hippocampus of 3-month-old (3 M) mice. Scale bars: 10 μm. **f** Protein levels of L-DL in the nucleus and cytoplasm of hippocampal tissue lysates, as measured by immunoblotting. Lamin B1 and GAPDH were included as input controls. **g** Representative immunofluorescence images of L-DL (red) and DAPI (blue) in the CA1 region of 3-month-old (3 M) mice. The right panel showed magnifications of grey squares indicated in the overview images of the left panel. The nucleus is denoted by white circles. Scale bars: 25 μm. Statistical analysis was performed using by ANOVA or two-tailed Student’s *t*-test; ** *P* < 0.01, *** *P* < 0.001; error bars denote SEM

### Loss of L-DL in the hippocampus leads to cognitive decline in mice

To determine the function of L-DL in cognition, we next conducted L-DL knockdown (KD) in the CA1 region of hippocampus of 8 weeks-old C57BL/6 J wild-type (WT) mice, using AAV delivered shRNA technology. We injected multiple L-DL shRNA sequences into the hippocampus of WT mouse brains, and KD efficiency was assessed by examining the levels of L-DL in the injected brains (Fig. 2a, b and Fig. S1b, c). We next conducted a series of behavioural tests to assess the cognitive function of these mice. In the Morris water maze task, mice with reduced L-DL expression spent significantly longer time to find the hidden platform comparing to control mice during the training phase (Fig. 2c). In the probe trial, these mice also showed fewer platform crossings and spent less time in the target quadrant (Fig. 2d-f). In the novel object recognition task, L-DL KD mice spent less time to explore the novel objects (Fig. 2g). These results indicate that L-DL KD mice show defective spatial and contextual memory. Notably, L-DL KD and control mice exhibited similar spontaneous locomotor activity and anxiety-like behaviours, as indicated by the open field task, ruling out the effect of locomotor activity and anxiety on the readout of the Morris water maze test (Fig. 2h, i). Taken together, these findings demonstrate that L-DL is tightly associated to cognitive function in mice.

**Fig. 2:**
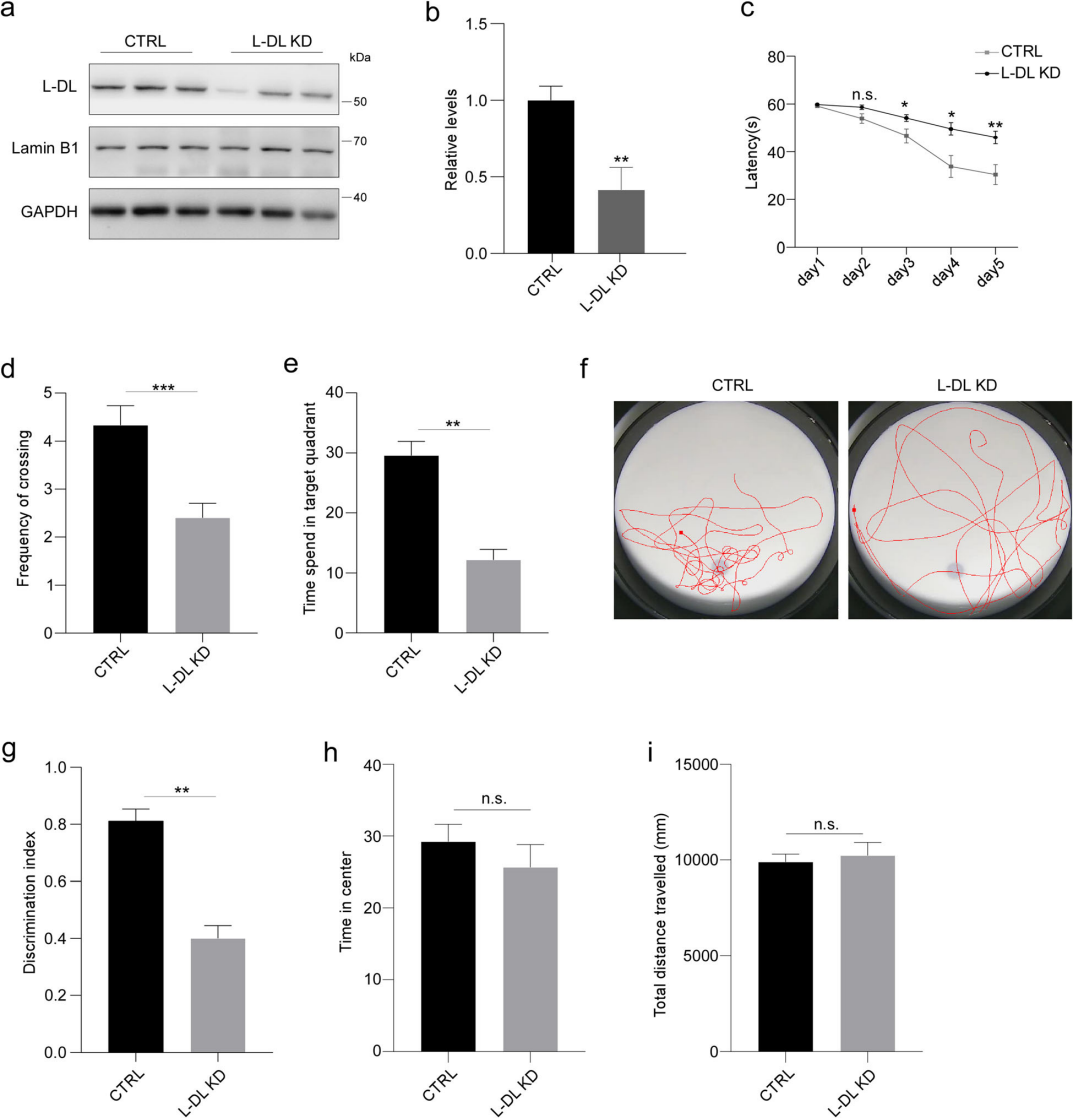
Loss of L-DL in the hippocampus leads to cognitive deficits in mice. **a**, **b** L-DL knockdown efficiency in the hippocampus, as determined by immunoblotting (**a**) and densitometric analyses in (**b**). **c**-**f** The Morris water maze task. **c** Time of escape latency to the hidden platform was plotted for each spatial learning day (*n* = 15 mice per group). The frequency of crossing the target quadrant (**d**) and time spent in the target quadrant (**e**) in the probe trial (n = 15 mice per group). **f** The representative escape routes for control and L-DL KD mice in the probe trial. **g** Discrimination index for the object recognition test (*n* = 15 mice per group). **h**, **i** In the open field task, time spend in the center of the compartment (**h**) and total distance travelled (**i**) for control and L-DL KD mice (*n* = 15 mice per group). Statistical analysis was performed using by ANOVA or two-tailed Student’s *t*-test; * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001; error bars denote SEM

### L-DL is an essential component of nuclear speckle

To identify L-DL binding proteins, we next performed affinity-precipitation (AP), followed by SDS-PAGE and mass spectrometry (MS) (Fig. 3a). Intriguingly, gene ontology (GO) analyses showed that L-DL associated proteins are mostly nuclear speckle proteins (Fig. 3b). We therefore examined the subcellular localization of L-DL and found that L-DL was co-localized with nuclear speckle markers SC35, SON and RBM25, demonstrating that L-DL is specifically localized to nuclear speckles (Fig. 3c). No associations of L-DL with NPM1, a nucleolar protein; with promyelocytic leukemia protein (PML), a PML body marker; and with SMN, a Cajal body marker, were detected by immunostaining, suggesting that L-DL was not localized to those nuclear bodies (Fig. 3d). GST-pulldown and co-AP assays confirmed the association of L-DL with the speckle component proteins SC35 and RBM25 (Fig. 3e, f). Our findings demonstrate that L-DL is preferentially localized to nuclear speckles. We also examined the subcellular localization of other hnRNP members by immunostaining and found that hnRNP A1, hnRNP C, hnRNP K and hnRNP U showed homogeneous distribution within the nucleus (Fig. S2a).

**Fig. 3:**
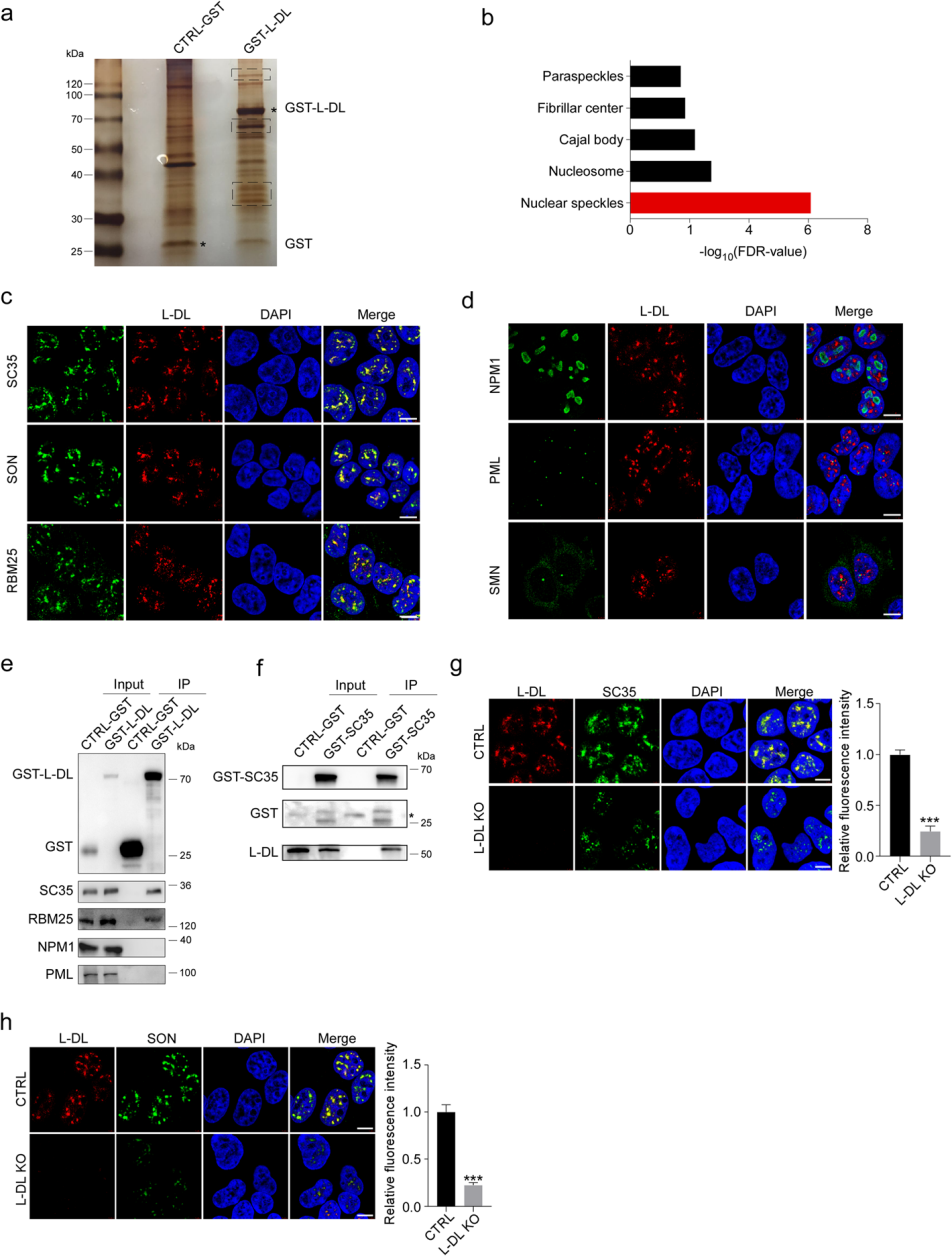
L-DL is an essential structural component of nuclear speckle. **a** Control GST (CTRL-GST) and GST tagged L-DL (GST-L-DL) were introduced into 293T cells, followed by pull-down with GST agarose beads. L-DL associated proteins were subjected to silver staining, black square denoted bands were subjected to mass spectrometry analysis. **b** Cellular component terms in the gene ontology (GO) analysis for L-DL associated proteins identified in mass spectrometry. **c** Representative immunofluorescence images of L-DL (red) and SC35 (green), L-DL (red) and SON (green), L-DL (red) and RBM25 (green), and DAPI (blue) in 293T cells. Scale bars: 10 μm. **d** Representative immunofluorescence images of L-DL (red) and NPM1 (green), L-DL (red) and PML (green), L-DL (red) and SMN (green), and DAPI (blue) in 293T cells. Scale bars: 10 μm. **e** CTRL-GST and GST-L-DL were introduced into 293T cells, followed by pull-down with GST agarose beads. L-DL associated proteins were subjected to immunoblotting with anti-SC35, anti-RBM25, anti-NPM1 and anti-PML antibodies. **f** CTRL-GST and GST-SC35 were introduced into 293T cells, followed by pull-down with GST agarose beads. SC35 associated proteins were subjected to immunoblotting with anti-L-DL antibody. **g** Left: representative immunofluorescence images of L-DL (red), SC35 (green) and DAPI (blue) in control and L-DL knockout (KO) 293T cells. Scale bars: 10 μm. Right: Densitometric analyses of SC35 fluorescence density. **h** Left: representative immunofluorescence images of L-DL (red), SON (green) and DAPI (blue) in control and L-DL KO 293T cells. Scale bars: 10 μm. Right: densitometric analyses of SON fluorescence density. Statistical analysis was performed using two-tailed Student’s *t*-test; *** *P* < 0.001; error bars denote SEM

Interestingly, L-DL knockout (KO) resulted in cellular expression pattern changes of SC35 and SON from densely packed to diffusely distributed, suggesting that L-DL deficiency leads to disruption of nuclear speckle structure (Fig. 3g, h). These findings indicate that L-DL is an essential component and is important for maintaining the integrity of nuclear speckles by interacting with other key speckle proteins such as SC35 and SON.

### Downregulation of L-DL induces alternative splicing changes in the brain

Nuclear speckle is highly enriched with RNA processing factors and its functions are predominantly linked to pre-mRNA splicing [42]. The nuclear speckle localization of L-DL prompted us to investigate the function of L-DL in RNA splicing. We next assessed the splicing activity by using an intron-containing luciferase reporter and found a significant reduction in splicing activity in L-DL depleted N2a cells (KO) [24] (Fig. 4a, b), suggesting that L-DL participates in RNA splicing process.

**Fig. 4:**
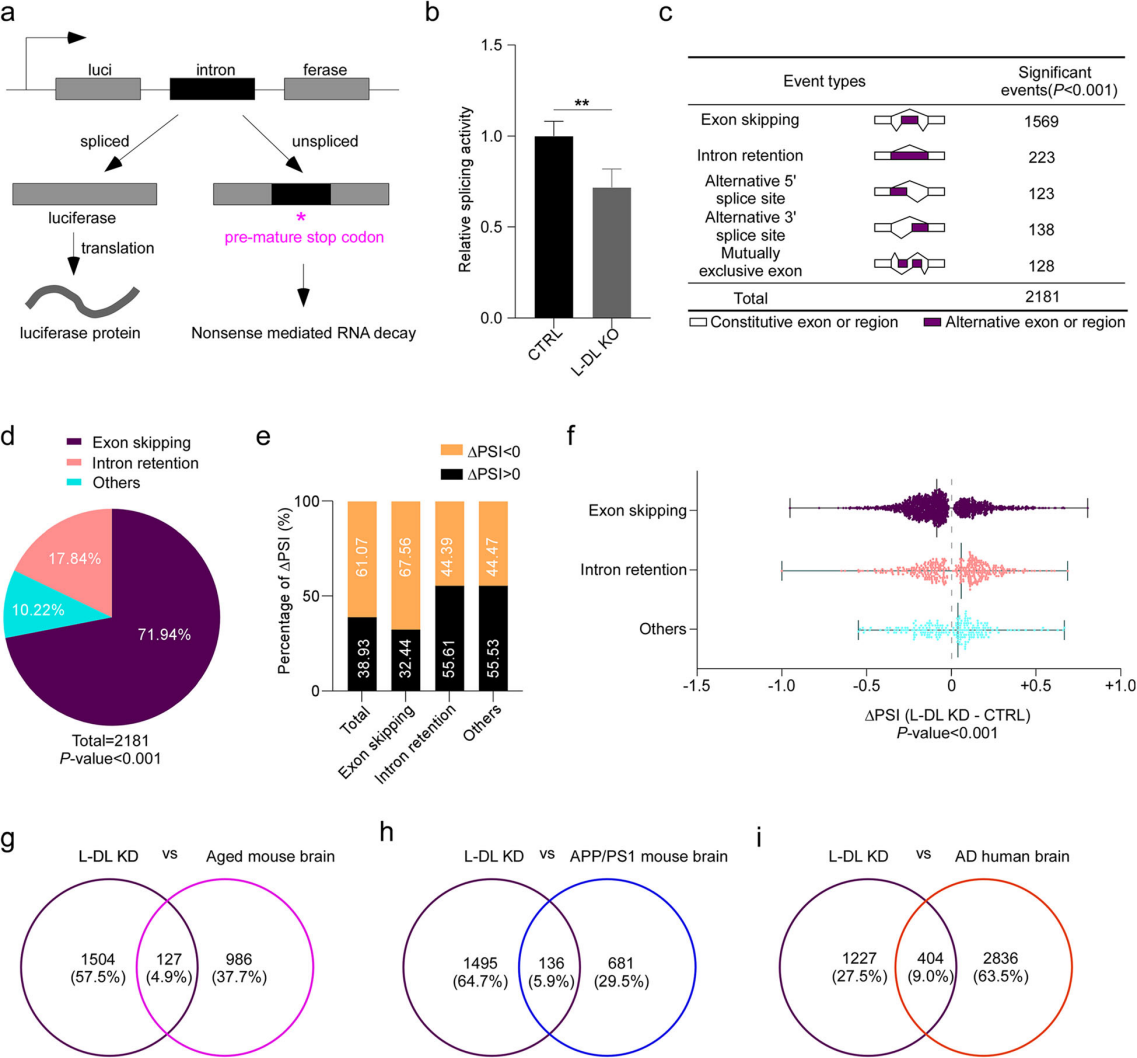
Lack of L-DL results in alternative splicing changes in the brain. **a** Diagram for the splicing reporter used to measure splicing efficiency. **b** Luciferase-WT or luciferase-Mut were introduced into control or L-DL KO N2a cells. Luciferase levels were plotted as fold differences of L-DL KO over controls (*n* = 3). **c** Number of significantly changed alternative splicing events in L-DL knockdown (KD) hippocampus. **d** Pie chart indicating the distribution of exon skipping, intron retention and other splicing events such as alternative 5′ splice site, alternative 3′ splice site and mutually exclusive exon in the hippocampus of L-DL KD mice. **e** Distribution of positive ΔPSI (PSI_L-DL KD_-PSI_CTRL_ > 0) and negative ΔPSI (PSI_L-DL KD_-PSI_CTRL_ < 0) for total changed splicing events (*n* = 2,181), exon skipping (*n* = 1,569), intron retention (*n* = 223) and other splicing events (*n* = 389) (*P*-value< 0.001). **f** Distribution of ΔPSI values (PSI_L-DL KD_-PSI_CTRL_) in splicing events such as exon skipping (*n* = 1,569), intron retention (*n* = 223) and other splicing events (*n* = 389) (*P*-value < 0.001). Data were shown as median within range. **g**-**i** Venn diagram demonstrating the intersections of genes with changed alternative splicing that identified in L-DL KD mouse brains and differentially expressed genes (DEGs) between aged and WT mouse brains (**g**), of genes with changed alternative splicing in L-DL KD mouse brains and DEGs between APP/PS1 and WT mice (**h**), of genes with changed alternative splicing in L-DL KD mouse brains and DEGs between AD patients and age-matched controls (**i**). Statistical analysis was performed using two-tailed Student’s *t*-test; ** *P* < 0.01; error bars denote SEM

We next investigated whether L-DL regulates cognition through modulating RNA splicing. Hippocampal tissues from control and L-DL KD mice were subjected to RNA sequencing and subsequent splicing analyses. 

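Hippocampal RNA of 3 control mice and 3 L-DL KD mice was compared. By the paper's methods, the mice were male C57BL/6 J mice. They received adeno-associated virus (AAV) carrying either control shRNA or L-DL shRNA in the CA1 areas at 8 weeks of age. The paper gives a higher titre for the control virus than for the L-DL virus. The control libraries are titled WT, so that these mice received control virus is taken from the paper. mRNA was enriched by oligo(dT) beads and sequenced as 150 nt read pairs, which the authors aligned to the mouse genome GRCm38. The authors deposited the number of reads counted on each Ensembl gene without normalization, and the output of rMATS, which counts reads across splice junctions that include or skip a gene segment. From these, rMATS computes PSI after dividing each count by the effective length of its form. The paper's text does not name the aligner or the gene counter, or say whether counting used strand. Reads counted on genes numbered 16541837, 16995425 and 16052529 in control replicates 1 to 3 and 17913064, 17833025 and 16525467 in L-DL KD replicates 1 to 3. The splicing table gives its 3 replicates of each group without replicate numbers. Its junction counts, summed over all events, ranged from 6760349 to 7089670 per control library and from 7153540 to 7939931 per L-DL KD library. The sample labels call the modified mice knockouts in one place and knockdowns in another, and the paper describes a knockdown.

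Hnrnpdl (ENSMUSG00000029328), which encodes L-DL, had 2862, 3120 and 2689 counts in the control libraries and 3939, 2680 and 2904 counts in the libraries labelled L-DL KD. Scaled to library size by edgeR's TMM method (CPM), this was 177 ± 6.42 CPM (SD, n = 3) in the controls and 180 ± 33.9 CPM (SD, n = 3) in the libraries labelled L-DL KD. The log2 fold change was 0.03 (standard error 0.12, adjusted p = 0.898 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No fall of the targeted gene's count was therefore detectable, and the group is called the libraries labelled L-DL KD from here on. The count covers all transcripts of the gene, so that the long isoform was not measured apart from the others. The paper assessed the knockdown by L-DL protein, on immunoblots of injected hippocampus and of cultured cells given the shRNAs. Those blots were not analysed here, and a gene count does not measure that protein.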

Splicing analyses demonstrated that a total of 2,181 splicing events displayed significant splicing pattern changes in L-DL KD brains, wherein exon skipping was the most dominant event (71.94%); other splicing events included intron retention (10.22%), mutually exclusive exon inclusions, retained introns, alternative 5′ splice sites, and alternative 3′ splice sites (17.84%) (Fig. 4c-d). 

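In the authors' deposited table, rMATS listed 40961 alternative splicing events in 10911 genes, and 2180 events had an unadjusted p-value under 0.001. Under this threshold the authors' deposited table gave 1569 exon skipping, 223 intron retention, 127 mutually exclusive exon, 123 alternative 5′ splice site and 138 alternative 3′ splice site events. In the authors' deposited table, exon skipping thus made up 72.0% of the changed events (95% binomial confidence interval 70.0 to 73.8%, Wilson). Intron retention made up 10.2% of the changed events in the authors' deposited table (9.03 to 11.6%) and the 3 other types together 17.8% (16.2 to 19.5%). Of all listed events, changed or not, exon skipping was 71.1%, intron retention 7.38% and the other types 21.5% in the authors' deposited table. The changed share within a type in the authors' deposited table was 5.39% for exon skipping, 7.38% for intron retention and 4.41% for the other types. With a p-value under 0.001 from edgeR's quasi-likelihood test on the same junction counts in place of the rMATS p-value, 185 events passed.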

We used “percent spliced in” (PSI) values to define the alternative splicing levels of each gene segment by the rMATs software as described previously [31]. 

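A positive PSI change, computed as PSI of the libraries labelled L-DL KD minus PSI of the controls, was given for 849 of the changed events in the authors' deposited table and a negative one for 1331. The share with a positive change in the authors' deposited table was 38.9% (95% Wilson interval 36.9 to 41.0%). PSI recomputed for each library from the junction counts differed from the deposited PSI by at most 0.0005. The median size of the PSI change was 0.144, and 710 of the changed events moved by less than 0.1. All 3 libraries labelled L-DL KD lay on one side of all 3 controls in 1683 of the changed events (77.2%). These events were selected by a p-value for the same difference, so the 10% that chance gives holds for unselected events only. The median junction count behind a changed event was 88 per library, and 332 of these events had a mean under 20 counts per library.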

We found that 38.93% of these gene segments showed increased inclusion (PSI_L-DL KD_-PSI_CTRL_ > 0, *P* < 0.001) and 61.07% showed increased exclusion (PSI_L-DL KD_-PSI_CTRL_ < 0, *P* < 0.001) in L-DL KD brains (Fig. 4e-f). Of note, segment exclusion in L-DL KD brains occurred more often in exon skipping, compared to intron retention and other splicing events. Conversely, segment inclusion occurred more often in intron retention and other splicing events than exon skipping in L-DL KD brains (Fig. 4e-f). 

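PSI fell in 1060 and rose in 509 of the changed exon skipping events in the authors' deposited table, so that 67.6% of them had a negative change. The negative share was 44.4% for intron retention (99 events) and 44.3% for the other types (172 events) in the authors' deposited table. The odds of a fall were 2.61 times higher in exon skipping than in intron retention (p = 4.13e-11) and 2.62 times higher than in the other types (p = 9.57e-17), by two-sided Fisher's exact tests on the event counts. Events of one gene share reads and events are not replicate mice, so these p-values describe the event counts only.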

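Among the other types, a rise in PSI was given for 66.1% of mutually exclusive exon events, 56.5% of alternative 3′ splice site events and 43.9% of alternative 5′ splice site events in the authors' deposited table. With changed events restricted to a PSI change of at least 0.1 in size, the share of intron retention events with a rise was 48.2% and that of the other types together 60.0%.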

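The junction counts were also tested with a model in which the spread between mice is estimated across events. Inclusion and skipping counts of each library were fitted with edgeR's quasi-likelihood method, and the change in inclusion between the groups was tested for the 18829 events with a mean of at least 20 counts per library and at least 1 count of each form. Of the changed events, 1848 entered this test. Their direction was the same in it, which the use of the same counts and groups fixes in advance. A p-value under 0.001 was reached by 175 of them, and a p-value under 0.05 by 1618. If the p-values of this test are exact, about 19 of the 18829 tested events would be under 0.001 by chance. With Benjamini-Hochberg adjustment, 48 events had an adjusted p under 0.05, and from 0 to 52 with a library left out. On simulated junction counts, 200 of 17751 events were changed by a shift of 1.5 on the logit scale. This test called 109 of these (54.5%) and 4 unchanged ones, fewer than exact p-values would give. The shift and the spread between libraries were set, not taken from the changed events above. The share called is therefore no estimate of this test's power for them, and the 175 do not show that the other changed events are false. From its findings, the paper draws its conclusion on splicing in the L-DL deficient brain.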

All these findings demonstrate that L-DL deficiency leads to significant changes in multiple alternative splicing events in the brain.

A substantial change in gene expression has been observed in the brain of aged mice [43] and AD model mice (APP/PS1) [44, 45]. To ascertain the relationship between the previously identified differentially expressed genes (DEGs) in aged vs young or AD vs control brains and genes with altered alternative splicing patterns identified in the L-DL KD mouse brain, we next conducted overlapping analysis: DEGs were pulled out from (1) RNA-seq data of young vs old mouse brains (GSE129788), (2) RNA-seq data of APP/PS1 vs WT mouse brains (GSE132177), and (3) proteomic data of human AD brains [45]. 

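The changed events of the hippocampal libraries fell in 1567 genes in the authors' deposited table, counted by Ensembl identifier, and 1229 of these genes had a changed exon skipping event. With the rMATS FDR under 0.05 as the threshold, the number of genes in the authors' deposited table was 2095. With the edgeR p-value under 0.001 it was 146. The gene lists of aged mice, APP/PS1 mice and AD patients were not analysed here.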

We found that a total of 127 genes (4.9%) corresponding to intersections of genes with changed alternative splicing pattern in L-DL KD mouse brains and DEGs in aged vs young mouse brains (Fig. 4g). A total of 136 genes (5.9%) corresponding to intersections of genes with changed alternative splicing pattern in L-DL KD mouse brains and DEGs in AD vs WT mouse brains (Fig. 4h). Importantly, we uncovered a total of 404 genes (9%) corresponding to intersections of genes with changed alternative splicing pattern in L-DL KD mouse brains and DEGs in AD vs control human brains (Fig. 4i). These findings demonstrate that L-DL downregulation-induced splicing changes likely contribute to aging and age-related diseases.

### L-DL deficiency impairs U2 spliceosome-dependent RNA splicing

GO analyses showed that L-DL associated proteins identified in MS exhibited an enriched functional annotation related to RNA binding and RNA splicing process (Fig. 5a, b). Network analysis on L-DL associated proteins enriched in “mRNA splicing via spliceosome” term indicated that L-DL interacts with multiple components of U2 spliceosome complex (Fig. 5c). U2 snRNP is a core component of the spliceosome, and SF3B is a core component of U2 snRNP [46]. U2AF is required for U2 snRNP binding and splicing complex assembly [3, 47], wherein U2AF35 binds to the 3′ splice sites and U2AF65 binds to the polypyrimidine tract of pre-mRNAs (Fig. 5d). The association of L-DL and U2 snRNPs was validated by Co-AP (Fig. 5e). In particular, L-DL was found to associate with U2AF35, U2AF65 and SF3B3, but not with SF3B1 (Fig. 5e). The association of L-DL and U2AF65 was further confirmed by Co-IP (Fig. 5f). In addition, both SF3B1 and SF3B3 are also associated with U2AF65 (Fig. 5f). Importantly, L-DL deficiency substantially reduced the association of U2AF65 with SF3B1 and SF3B3 (Fig. 5g, h). These findings indicate that L-DL is an integral and essential component of U2 snRNP, and loss of L-DL may disrupt loading of U2 snRNP on pre-mRNAs. Notably, we also identified multiple hnRNPs, such as hnRNP A1, hnRNP C, hnRNP U and hnRNP K as L-DL associated proteins in MS (Fig. 5c). Given that these identified hnRNPs are reportedly involved in RNA splicing process [48], we next conducted Co-AP to validate the association of L-DL and these hnRNPs. We found that L-DL indeed was associated with hnRNP A1, hnRNP C, hnRNP U and hnRNP K, further supporting the involvement of L-DL in RNA splicing process (Fig. S2b).

**Fig. 5:**
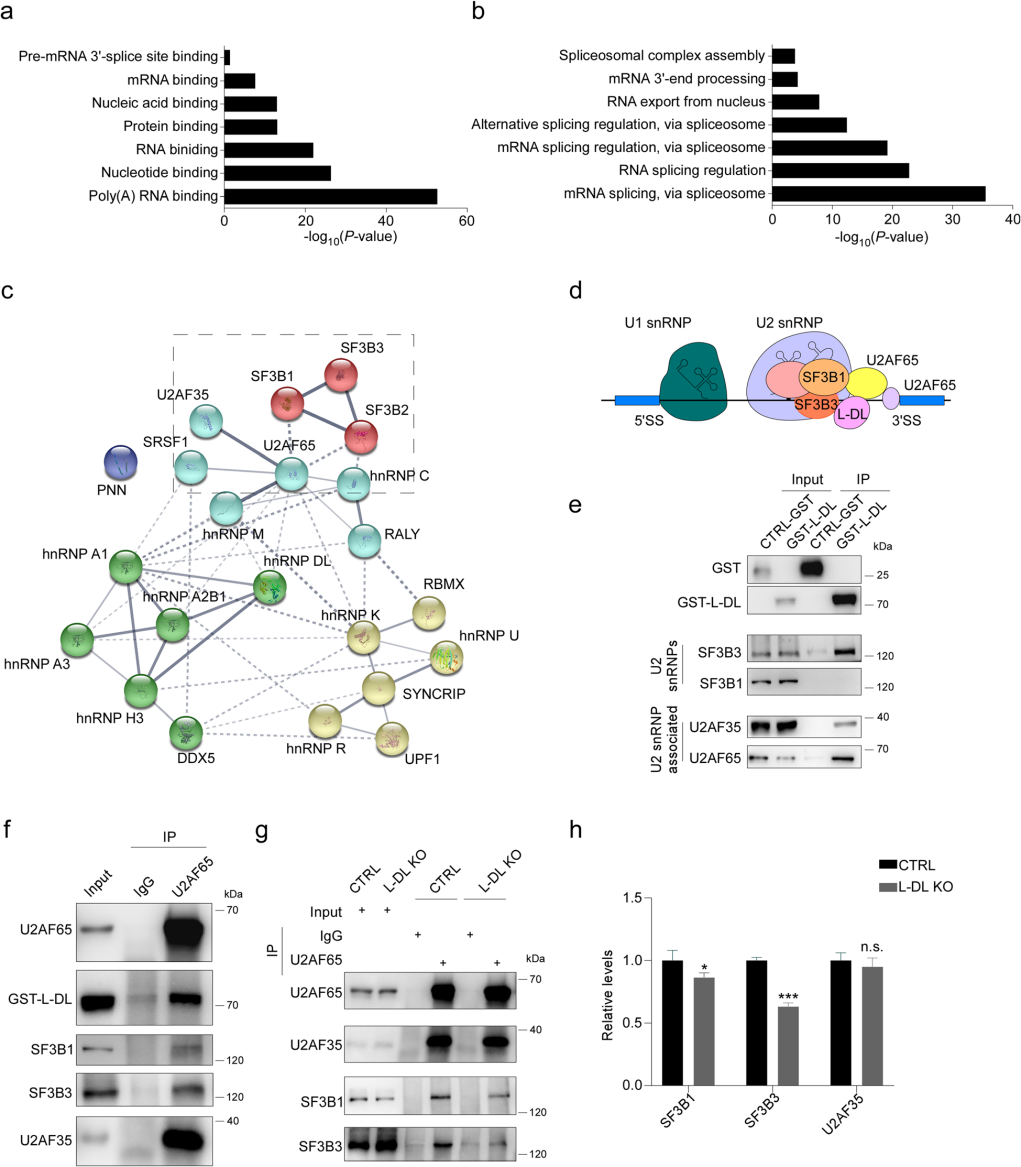
L-DL deficiency impairs U2 spliceosome dependent RNA splicing. (**a**-**b**) Molecular function (**a**) and biological process (**b**) terms in GO analysis for L-DL associated proteins identified in mass spectrometry. **c** Protein-protein interaction (PPI) network for L-DL associated proteins (PPI enrichment *P* < 1.0E-16). The network clustering is based on k-mean clustering and each cluster is labelled with a distinct colour. **d** A drawing of U2 spliceosome assembly on pre-mRNAs. 5′SS or 3′SS indicate 5′ or 3′ splicing sites, respectively. **e** CTRL-GST or GST-L-DL were introduced into 293T cells, followed by pull-down with GST agarose beads. L-DL associated proteins were determined by immunoblotting. **f** GST-L-DL was introduced into 293T cells, followed by immunoprecipitation with anti-U2AF65 antibody. Levels of U2AF65 associated proteins were measured by immunoblotting. **g**, **h** Control or L-DL KO N2a cell lysates were subjected to immunoprecipitation with anti-U2AF65 antibody. Levels of U2AF65 associated proteins were measured by immunoblotting (**g**) and densitometric analyses (*n* = 3) (**h**). Statistical analysis was performed using two-tailed Student’s *t*-test; * *P* < 0.05, ** *** *P* < 0.001; error bars denote SEM

### L-DL regulates alternative splicing of genes involved in synaptic function

Given that a loss of L-DL leads to cognitive decline in WT mice (Fig. 2c-g), we postulated that L-DL regulates cognitive function through modulating alternative splicing and expression of genes that are involved in synaptic function. Indeed, KEGG pathway and GO analyses revealed significant changes in alternative splicing of genes that were closely related to synaptic function and cognitive process (Fig. S3a-c). In addition, cellular component analyses revealed significant changes in alternative splicing of genes related to multiple cellular structures of neuronal cells, including postsynaptic density, synapse, cytoskeleton and dendritic spine (Fig. 6a). 

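The share of genes with a changed event was compared between genes with few and many junction reads. The 10911 genes with a listed event were divided into 3 equal groups of 3637 genes by their junction counts, with medians of 23, 181 and 884.5 counts per library. The share of genes with a changed event was 6.13% in the lowest group, 12.0% in the middle group and 24.9% in the highest group. The median number of listed events per gene also rose, from 1 to 3 to 5, so that reads and number of events were not parted. The functional annotation of genes was not analysed here.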

Some of well-defined gene-encoded productss and their cellular localizations were illustrated in Fig. 6b, e.g., dendrite and synapse related genes such as cell adhesion molecule 1 (CADM1), which is a synaptic cell adhesion molecule that regulates synaptogenesis [49]; G protein-coupled receptor kinase interacting protein 2 (GIT2), which regulates cytoskeletal structure and presynaptic neurotransmitter release [50, 51]; cell adhesion molecule L1 like (CHL1), which is accumulated in presynaptic membranes and regulates synaptic activity and plasticity [52]; calcium/calmodulin-dependent serine protein kinase (CASK), which is a synapse scaffolding protein that is involved in synapse formation and function [53]; AGRIN, a heparan sulfate proteoglycan that promotes the formation of excitatory synapses [54]; G protein-coupled receptor kinase interacting protein 1 (GIT1), which regulates microtubule assembly and promotes synapse formation and maintenance [55]; Src Substrate Cortactin (CTTN), which is involved in actin polymerization and activity-dependent synaptic plasticity [56]; PSD95, a postsynaptic scaffolding protein that is required for activity-driven synapse stabilization [57]; Adhesion G protein-coupled receptor L1 (ADGRL1), which is involved in synapse formation and brain development [58]. In addition, some of the genes are highly related to cytoskeleton or microtubule formation, e.g., polyphosphoinositide phosphatase synaptojanin 1 (SYNJ1), which participates in actin cytoskeleton polymerization and synaptic vesicle recycling [59]; erythrocyte membrane protein band 4.1 like 3 (EPB41L3), which is related to actin binding and protein-protein interactions at synapses [60, 61]; microtubule-associated protein tau (MAPT) gene, which encodes tau protein that is involved in axonal transport, synaptic plasticity and function [62]. 

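For each of these genes, PSI in each library was computed from the deposited junction counts at the exon or intron, and in the direction, that the paper names (Fig. 6c and 6e). Exons and introns were numbered by the coding transcripts of the GENCODE annotation of GRCm38, and where several events qualified, the one with the smallest rMATS p-value was taken. The paper's RT-PCR primers were not placed on these transcripts, so an exon of the same number can differ from the one assayed. The quoted adjusted p-values are from edgeR's quasi-likelihood test on inclusion and skipping counts, with Benjamini-Hochberg adjustment over all events tested. The libraries are of hippocampal tissue, so a changed mix of cells and a change of splicing within cells were not parted.

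Intron 19 of Adgrl1 (ENSMUSG00000013033, transcript Adgrl1-207, chromosome 8 from 83937326 to 83937460) had a PSI of 0.118 ± 0.0192 (SD, n = 3) in the controls and 0.361 ± 0.00298 (SD, n = 3) in the libraries labelled L-DL KD. Its adjusted p from the edgeR test was 0.0104. Intron 4 of Camkv (ENSMUSG00000032936, Camkv-201, chromosome 9 from 107945865 to 107946078), which Fig. 6b also shows, rose from 0.167 ± 0.0100 (SD, n = 3) to 0.329 ± 0.0258 (SD, n = 3), with adjusted p = 0.0448 from the edgeR test. The 27 nt exon 8 of Git1 (Git1-201, chromosome 11 from 77502829 to 77502855) fell from 0.838 ± 0.00751 (SD, n = 3) to 0.634 ± 0.0531 (SD, n = 3), with adjusted p = 0.0595 from the edgeR test. The 24 nt exon 34 of Agrn (Agrn-203, chromosome 4 from 156168546 to 156168569) fell from 0.274 ± 0.0924 (SD, n = 3) to 0.0832 ± 0.0238 (SD, n = 3), with adjusted p = 0.0954 from the edgeR test.

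The events of Chl1, Dlg4, Cttn and Git2 and the 84 nt exon of Cadm1 had an unadjusted p above 0.001 in the edgeR test. Exon 24 of Chl1 (Chl1-201, chromosome 6 from 103714445 to 103714606) had a PSI change of -0.275 (edgeR adjusted p = 0.131). Exon 18 of Dlg4, the gene of PSD95 (Dlg4-203, chromosome 11 from 70043658 to 70043767), changed by -0.0214, from 0.988 to 0.967 (edgeR adjusted p = 0.134). Exon 11 of Cttn (Cttn-202, chromosome 7 from 144450978 to 144451088) changed by -0.0803 (edgeR adjusted p = 0.388). Exon 15 of Git2 (Git2-204, chromosome 5 from 114737348 to 114737437) changed by 0.160 (edgeR adjusted p = 0.400). Exon 8 of Cadm1 (Cadm1-202, chromosome 9 from 47818734 to 47818817) changed by 0.0846 (edgeR adjusted p = 0.435), and its libraries overlapped between the groups. The rMATS p-values of the Cttn, Git2 and Cadm1 events in the authors' deposited table were 0.00102, 0.00263 and 0.00299. A 33 nt exon of Cadm1 that is exon 8 in transcript Cadm1-204 (47829377 to 47829409), chosen after its values were seen, changed by -0.354 (edgeR adjusted p = 0.0840), with an unadjusted p under 0.001.

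The skipping event of Cask with the direction given in Fig. 6c lies at exon 19 of Cask-212 (chromosome X from 13544514 to 13544629). Its PSI was 1 in all 3 controls and 0.983 ± 0.0298 (SD, n = 3) in the libraries labelled L-DL KD, with too few skipping reads for the test. The 36 nt exon 19 of transcript Cask-204 (13550947 to 13550982), chosen after its values were seen, rose from 0.617 ± 0.170 (SD, n = 3) to 0.918 ± 0.0476 (SD, n = 3). It was covered by 23 to 37 counts per library and had an adjusted p of 0.245 in the edgeR test.

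**Figure D1:**
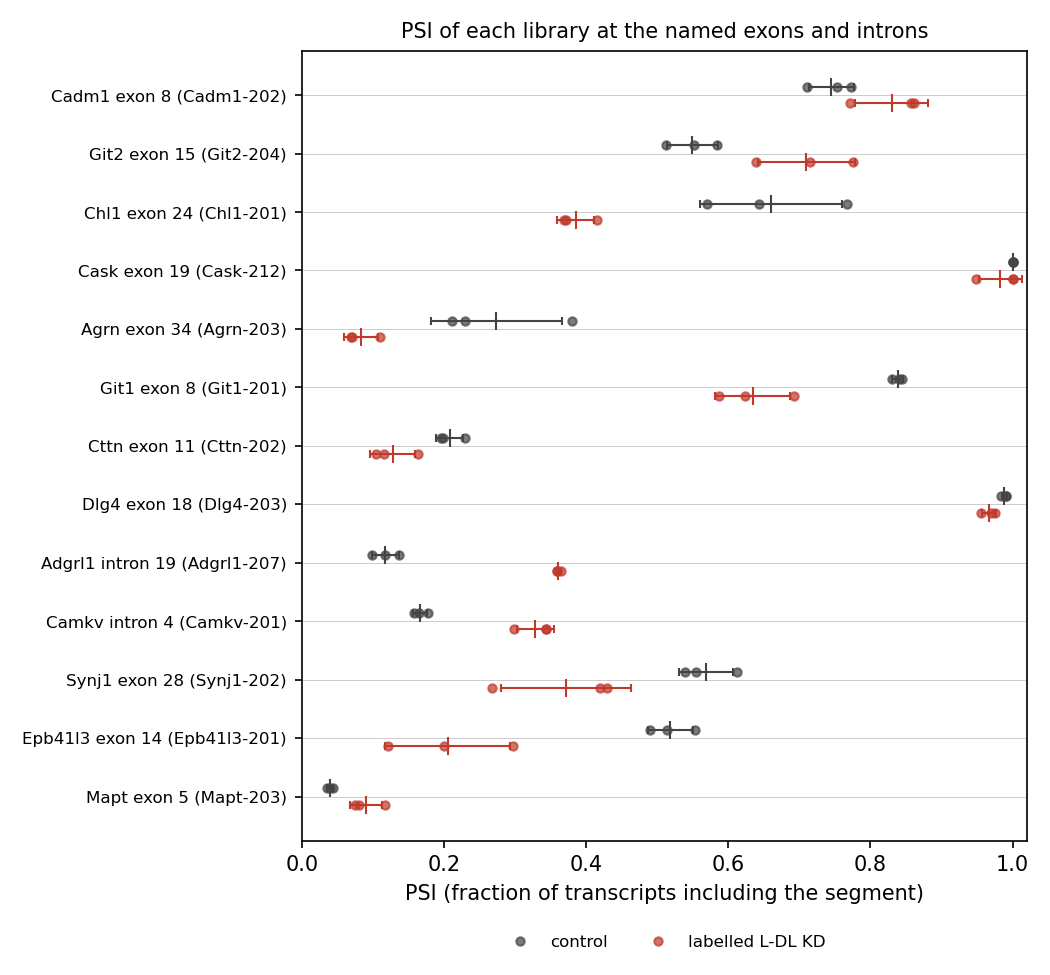
PSI of each library (x axis, fraction of transcripts that include the segment) at the exons and introns named in Fig. 6c to 6e (y axis, with the transcript that gives the number). For Mapt, the exon skipping event with the smallest rMATS p-value was taken. Points are single libraries, vertical ticks the mean and bars the SD of the 3 control libraries (grey) and the 3 libraries labelled L-DL KD (red). The points of the groups overlap at Cadm1 exon 8 and at Cask exon 19 and lie apart at the other 11.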

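Exon 14 of Epb41l3 (ENSMUSG00000024044, Epb41l3-201, 36 nt, chromosome 17 from 69273882 to 69273917) had a PSI of 0.519 ± 0.0318 (SD, n = 3) in the controls and 0.206 ± 0.0879 (SD, n = 3) in the libraries labelled L-DL KD, with adjusted p = 0.0693 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Exon 28 of Synj1 (ENSMUSG00000022973, Synj1-202, 39 nt, chromosome 16 from 90947015 to 90947053) fell from 0.569 ± 0.0380 (SD, n = 3) to 0.372 ± 0.0908 (SD, n = 3), with adjusted p = 0.294 from the same edgeR test. Exon 4A of Mapt is not a number of the annotation, and the Mapt exon skipping event with the smallest rMATS p-value was taken. It is a 759 nt exon (exon 5 of Mapt-203, chromosome 11 from 104298498 to 104299256), whose PSI rose from 0.0397 ± 0.00454 (SD, n = 3) to 0.0908 ± 0.0227 (SD, n = 3), with adjusted p = 0.114 from the edgeR test. A 27 nt exon of Clasp1, which Fig. 6b also shows (exon 21 of Clasp1-201, chromosome 1 from 118523321 to 118523347), fell from 0.698 ± 0.0827 (SD, n = 3) to 0.396 ± 0.0710 (SD, n = 3) at 23 to 51 counts per library, with adjusted p = 0.301 from the edgeR test. Over the 13 events of Fig. 6c to 6e, the libraries of the groups lay fully apart in 11 (two-sided exact permutation test, p = 0.1 for each, the smallest p that 3 mice against 3 allow). Of these 13 events, 9 had an rMATS p-value under 0.001 in the authors' deposited table, and 5 had an unadjusted edgeR p-value under 0.001, namely Adgrl1, Camkv, Git1, Agrn and Epb41l3. The limma alternative left 1 of the 13 under 0.001.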

Of note, hippocampus-dependent memory is tightly associated with microtubules dynamics [63].

**Fig. 6:**
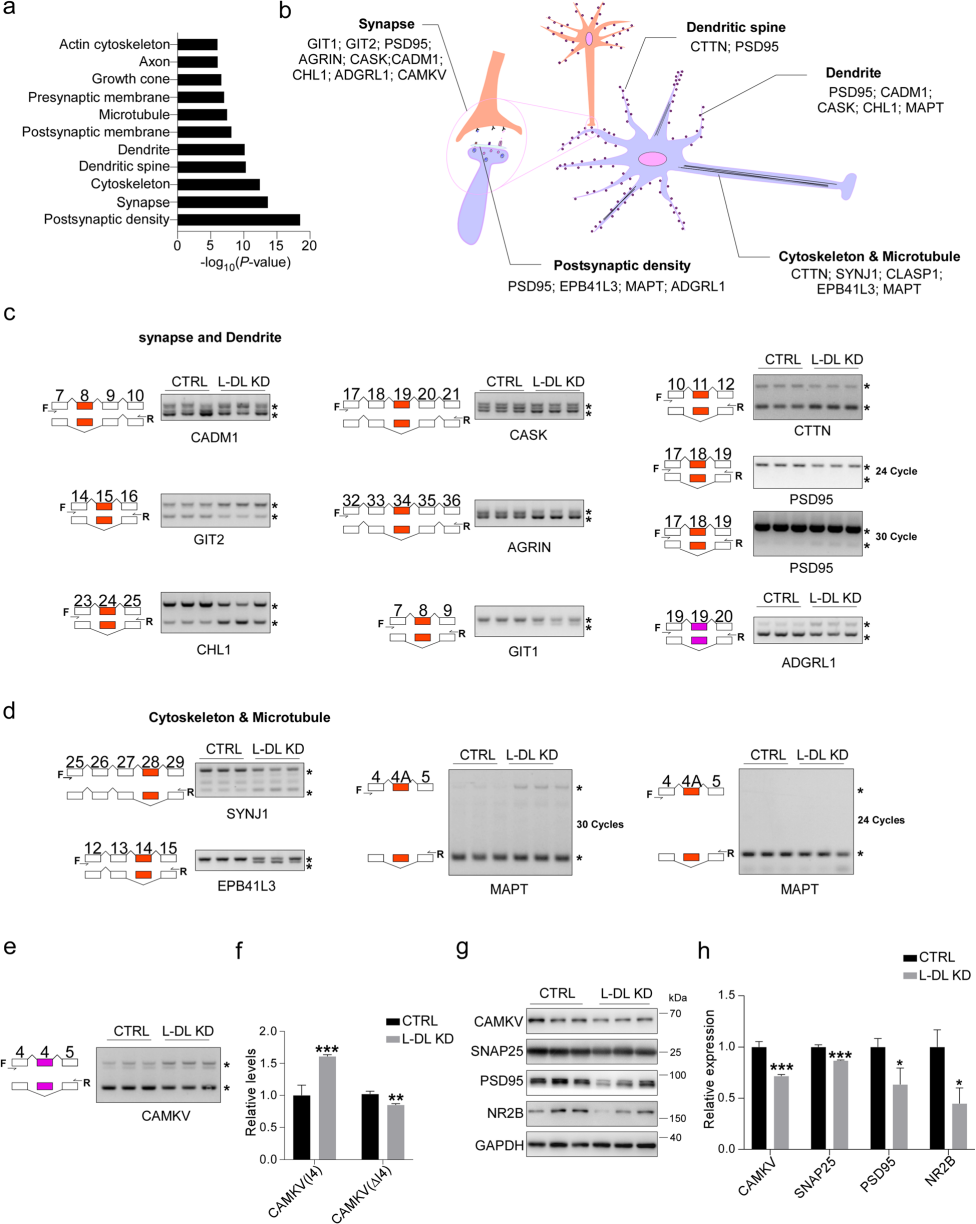
L-DL regulates cytoskeleton- and synapse-related gene expressions via modulating their alternative splicing. **a** Cellular component terms for genes with changed alternative splicing in the hippocampus of L-DL knockdown (KD) mice in GO analysis (*n* = 1,631, *P* < 0.001). **b** Diagram for cellular localization of synapse-, dendrite- and cytoskeleton-related proteins, with their genes undergoing  aberrant alternative splicing in neurons. **c**, **d** Alternative splicing products of CADM1, GIT2, CHL1, CASK, AGRIN, GIT1, CTTN, PSD95, ADGRL1, SYNJ1, EPB41L3 and MAPT gene, determined by RT-PCR in the hippocampus of control and L-DL KD mice (*n* = 3). * indicates spliced variants, F and R denote primers used for RT-PCR. 24 cycles or 30 cycles were used to detect higher abundant and lower abundant splicing products, respectively. **e**, **f** Alternative splicing products of CAMKV determined by RT-PCR (**e**) and densitometric analyses (**f**) in the hippocampus of control and L-DL KD mice (n = 3). I4, intron 4 retention; ΔI4, intron 4 exclusion. **g**, **h** Protein levels of CAMKV, SNAP25, PSD95, NR2B in the hippocampus of control and L-DL KD mice, measured by immunoblotting (**g**) and densitometric analyses (**h**). GAPDH was included as an input control. Statistical analysis was performed using two-tailed Student’s *t*-test; * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001; error bars denote the SEM

We next verified the alternative splicing patterns of dendrite and synapse related genes, and observed significant decreased skipping over exon 8 of CADM1, over exon 15 of GIT2, significant increased skipping over exon 24 of CHL1, over exon 19 of CASK, over exon 34 of AGRIN, over exon 8 of GIT1, over exon 11 of CTTN, and over exon 18 of PSD95 and significant increased intron retention over intron 19 of ADGRL1 (Fig. 6c). We also assessed the alternative splicing patterns of cytoskeleton-related genes, and found significant increased skipping over exon 28 of SYNJ1, over exon 14 of EPB41L3 and decreased skipping over exon 4A of MAPT (Fig. 6d). Importantly, calmodulin kinase-like vesicle-associated (CAMKV) gene, whose deficiency in CA1 pyramidal neurons impairs synaptic plasticity and spatial memory [64], showed a significant increase in intron 4 retention, leading to reduced production of CAMKV protein (Fig. 6e-h). We further found that the levels of synaptic proteins SNAP25, PSD95, and NMDA receptor subunit NR2B were significantly decreased in the hippocampus of L-DL KD mice (Fig. 6g, h). These findings strongly indicate that L-DL regulates cognition via modulating the alternative splicing of genes that are involved in synaptic function.

### L-DL improves cognitive function in AD mice

Given that L-DL is decreased in aged mouse brains and downregulation of L-DL impairs mouse memory, we next examined the potential role of L-DL in age-related neurodegenerative diseases, especially AD. We first observed a significant reduction of L-DL in the hippocampus of APP/PS1 mice (Fig. 7a, b), and therefore conducted L-DL overexpression (OE) or knockdown (KD) in the hippocampus of APP/PS1 mice. L-DL overexpression was driven by CamKII promoter, and L-DL KD was achieved by target shRNA expression driven by H1 promoter. AAV-mediated delivery was achieved via brain injection into the bilateral CA1 areas of the hippocampus in APP/PS1 mice at 6 months of age. L-DL expression was confirmed by immunoblotting 4 weeks after the injection (Fig. 7c-f). Behavioural assays showed that L-DL OE significantly improved contextual memory in APP/PS1 mice, as demonstrated by increased discrimination index in novel object recognition task; and increased time spending in the novel arm in Y maze task, compared to control APP/PS1 mice (Fig. 7g, i). L-DL OE did not affect locomotor activity and anxiety in APP/PS1 mice (Fig. S4a, c). Conversely, APP/PS1 mice with L-DL KD displayed deteriorated contextual memory, as demonstrated by decreased discrimination index in novel object recognition task and decreased time spending in novel arm in Y maze, compared to control APP/PS1 mice (Fig. 7h, j). APP/PS1 mice with L-DL KD showed no difference in their locomotor activity and anxiety, when compared to control mice (Fig. S4b, d).

**Fig. 7:**
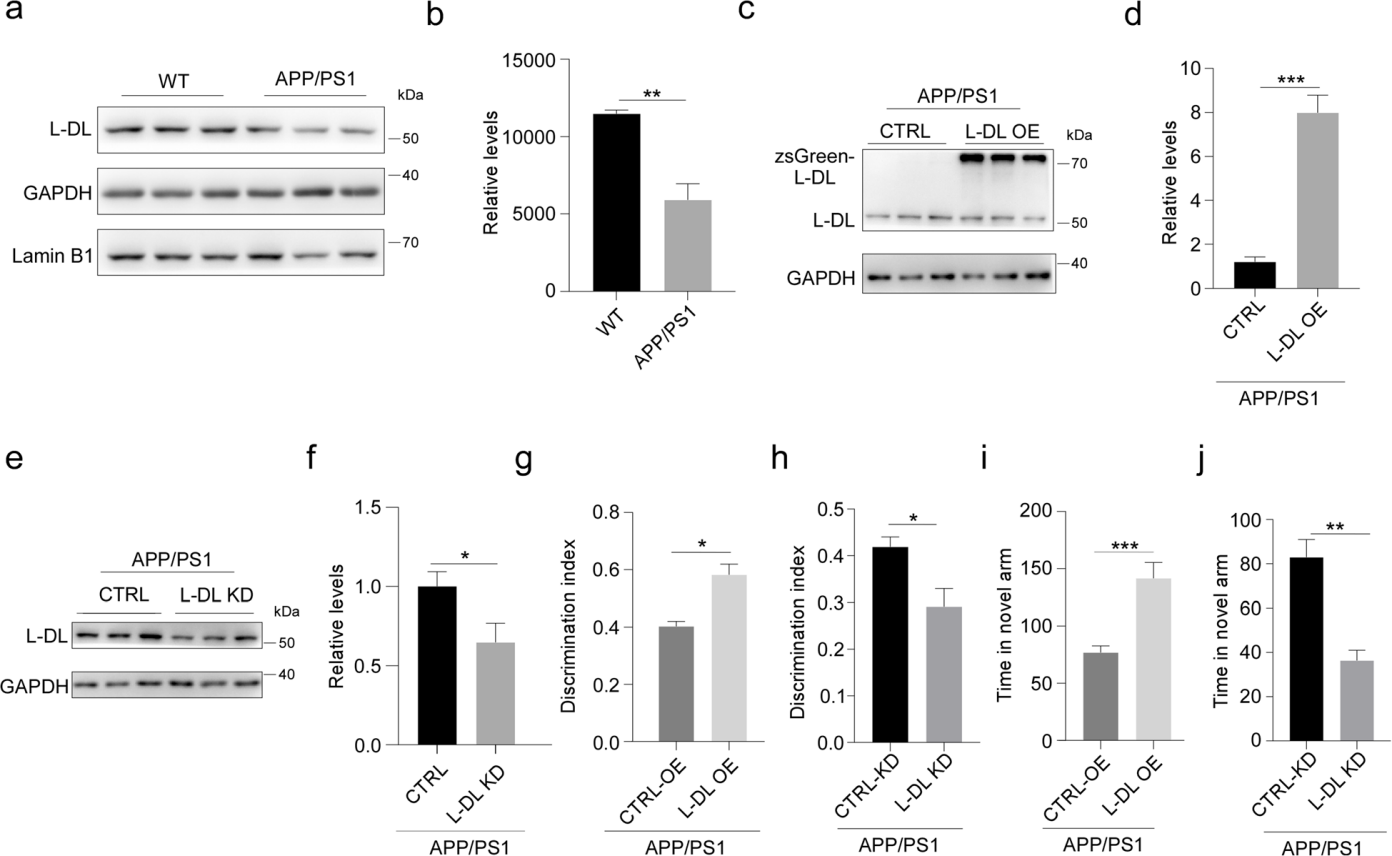
L-DL improves cognitive function in APP/ PS1 mice. **a**, **b** Levels of L-DL in the hippocampus of 6-month-old APP/PS1 and age-matched WT mice, determined by immunoblotting (**a**) and densiometric analysis (*n* = 3) (**b**). **c**, **d** Levels of L-DL in the hippocampus of APP/PS1 mice administered with zsGreen-L-DL, determined by immunoblotting (**c**) and densiometric analysis (*n* = 3) (**d**). **e**, **f** Levels of L-DL in the hippocampus of APP/PS1 mice treated with control or L-DL shRNA, determined by immunoblotting (**e**) and densiometric analysis (*n* = 3) (**f**). **g**-**j** APP/PS1 mice with L-DL overexpression (OE) or knockdown (KD) were subjected to behaviour assays. **g**, **h** Discrimination index for APP/PS1 mice with L-DL OE (**g**) or L-DL KD (**h**) in novel object recognition task (*n* = 15 mice per group). **i**, **j** Time spending in the novel arm for APP/PS1 mice with L-DL OE (**i**) or L-DL KD (**j**) in Y maze (*n* = 15 mice per group). Statistical analysis was performed using two-tailed Student’s *t*-test; * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001; error bars denote SEM

### L-DL improves cognition in AD mice via modulating alternative splicing and expression of synaptic genes

To investigate how L-DL OE leads to improved cognition in APP/PS1 mice, we next examined the alternative splicing pattern of CAMKV, and found that L-DL OE in APP/PS1 mice led to significantly decreased intron 4 retention and increased production of CAMKV protein (Fig. 8a, b, e, f). Moreover, synaptic proteins SNAP25, PSD95, NMDA receptor NR2B also showed significantly increased expression in L-DL OE APP/PS1 mouse hippocampus (Fig. 8e, f). In contrast, L-DL KD in APP/PS1 mice resulted in significantly increased intron 4 retention and consequently reduced production of CAMKV protein (Fig. 8c, d, g, h). Similarly, SNAP25, PSD95 and NR2B were also significantly decreased in the hippocampus of APP/PS1 mice with L-DL KD (Fig. 8g, h). Taken together, upregulation of L-DL improves the cognitive function of AD mice via modulating alternative splicing and subsequent synaptic protein production.

**Fig. 8:**
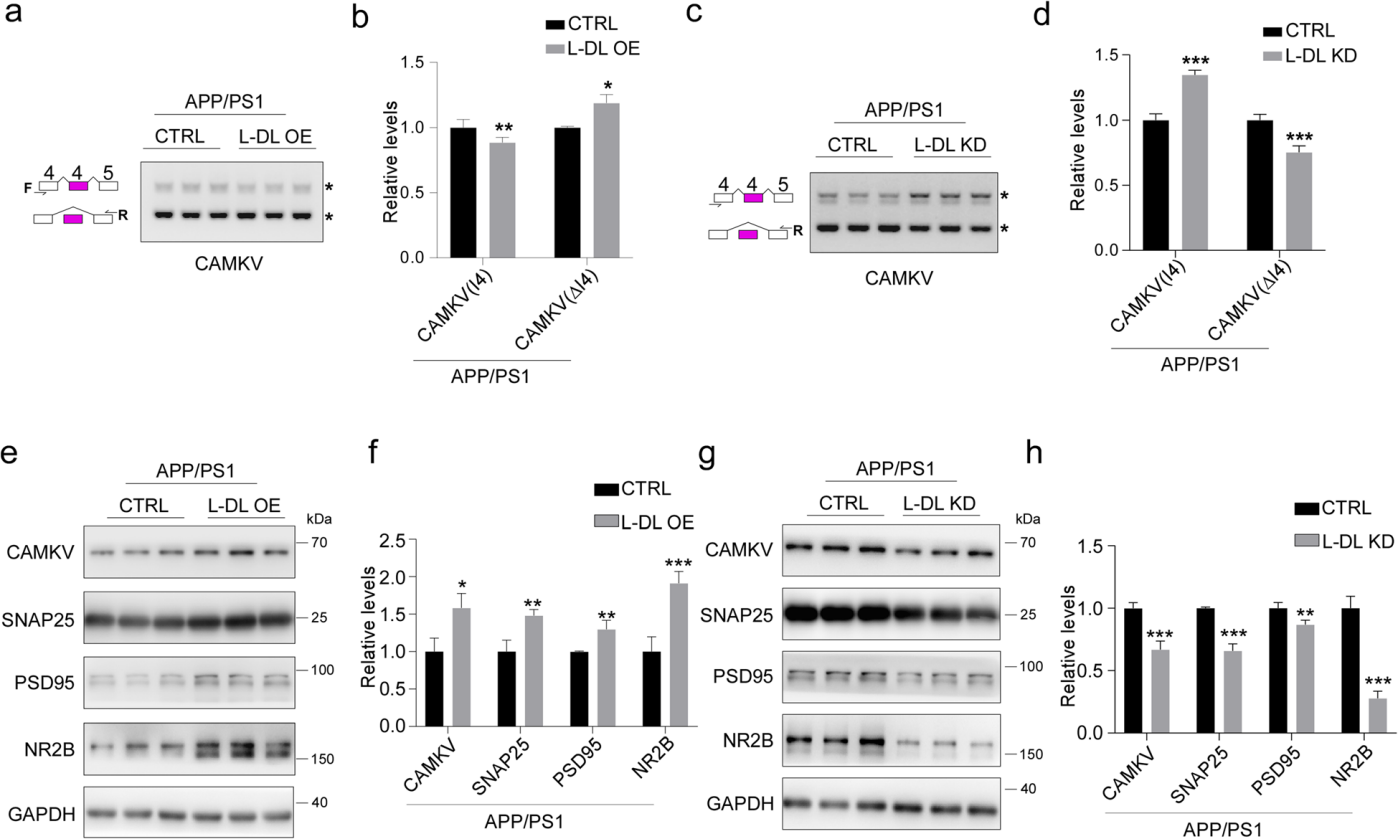
L-DL improves cognition in AD mice via modulating alternative splicing and expression of synaptic genes. **a**, **b** Alternative splicing products of CAMKV, determined by RT-PCR (**a**) and densitometric analyses (**b**) in the hippocampus of APP/PS1 mice with control or L-DL OE (n = 3 per group). **c**, **d** Alternative splicing products of CAMKV, determined by RT-PCR (**c**) and densitometric analyses (*n* = 3) (**d**) in the hippocampus of APP/PS1 mice with control and L-DL KD (*n* = 3 per group). **e**, **f** Protein levels of CAMKV, SNAP25, PSD95, NR2B in the hippocampus of APP/PS1 mice with control or L-DL OE (*n* = 3 per group), determined by immunoblotting (**e**) and densitometric analyses (**f**). GAPDH was included as an input control. **g**, **h** Protein levels of CAMKV, SNAP25, PSD95, NR2B in the hippocampus of APP/PS1 mice with control or L-DL KD (*n* = 3 per group), determined by immunoblotting (**g**) and densitometric analyses (**h**). GAPDH was included as an input control. Statistical analysis was performed using two-tailed Student’s *t*-test; * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001; error bars denote SEM

## Discussion

Alternative splicing of RNAs persists across life span, affecting more than a third of genes linked to neural function in human brains [7]. Mounting evidence has shown that significant changes in alternative splicing occur during aging progression and neurodegenerative diseases [11]. However, how these splicing changes affect cognition upon progression of aging and age-related neurodegenerative diseases remains elusive. Here we demonstrate that L-DL regulates cognition via modulating the alternative splicing patterns of cytoskeleton- and synapse-related genes. We first demonstrate that L-DL expression is substantially decreased in the hippocampus of aged and AD mouse brains. We also uncover that KD of L-DL in the hippocampus deteriorates cognition in WT and APP/PS1 mice, whereas introduction of L-DL into the hippocampus of APP/PS1 mice significantly improves the cognition of these mice.

Nuclear speckles are considered a storage site for splicing factors and therefore are functionally involved in splicing process [19]. Intriguingly, L-DL is specifically localized to nuclear speckles and L-DL KD leads to disrupted nuclear speckle structure, suggesting L-DL serves as a structural component and may participate in RNA splicing process. The pre-mRNA splicing process is executed by the spliceosome, a dynamic protein and RNA complex in eukaryotes [1]. Spliceosomes possess great plasticity in RNA substrate recognition and this process is mainly influenced by RNA binding proteins (RBPs). hnRNPs represent a large family of RBPs that are extensively involved in the regulation of RNA splicing. For instance, polypyrimidine tract binding proteins (PTBPs) and hnRNP K, which bind to U2AF65 with  similar binding motifs, regulate U2AF65-mediated recognition of U2 spliceosome at the 3′ splice sites and consequently influence RNA splicing [65, 66]. Additionally, hnRNP U directly binds to snRNAs and regulates the conversion of 15S U2 snRNP to 17S U2 snRNP to modulate U2 snRNP maturation and RNA splicing [67]. Here, we demonstrate that L-DL participates in RNA splicing process via modulating the loading of U2 snRNP-mediated spliceosome on the target RNAs. Consequently, the splicing activity is significantly decreased in L-DL deficient cells.

Regulatory role of hnRNP DL in RNA alternative splicing has been demonstrated previously in tumorigenesis [68], however, its role in the brain remains elusive. Our results demonstrate that L-DL is highly expressed in neurons and its expression is significantly reduced not only in aged mouse brains, but also in AD mouse brains. In support of these conclusions, levels of hnRNP DL are found reduced in both aged and AD human brains [69]. We also demonstrate that multiple alternative splicing changes occur in the hippocampus of L-DL KD mice. Importantly, exon skipping is the most dominant type of alternative splicing events. Moreover, among intron retention events, most of the segments showed increased inclusion (55.61%), which is consistent with splicing changes reported previously in aging brains [7]. 

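Of the changed intron retention events, 124 had a rise in PSI in the authors' deposited table, a share of 55.6% with a 95% Wilson interval of 49.0 to 62.0%. This interval includes an equal division between rise and fall. With the rMATS FDR under 0.05, the share in the authors' deposited table was 56.9% (51.8 to 61.9%), and with the edgeR p-value under 0.001 it was 87.5% over 8 events (52.9 to 97.8%), and both of these intervals lie above 50%. With at least 20 counts per library, the share in the authors' deposited table was 56.4% (49.2 to 63.3%). With a PSI change of at least 0.1 in size, 66 events rose and 71 fell in the authors' deposited table (40.0 to 56.5% with a rise). These last intervals include 50%.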

Neuronal plasticity changes are tightly associated with RNA splicing changes during aging and age-related diseases [7, 13, 14]. In addition, previous studies have reported that synaptic plasticity, which is associated with hippocampus-dependent memory formation, is also regulated by microtubules dynamics [63]. Consistently, GO term analysis showed that genes with exon skipping in the hippocampus of L-DL KD mice are functionally related to cytoskeleton organization and synaptic functions.

Importantly, introduction of L-DL into the hippocampus of APP/PS1 mice significantly improves the cognitive function. Mechanistically, we demonstrate that L-DL regulates CAMKV expression in the hippocampus of mice by regulating *CAMKV* intron 4 alternative splicing. In support of this, previous reports have shown that CAMKV deficiency results in abnormal dendritic spine density, synaptic transmission in cultural hippocampal neurons [64]. In addition, hippocampal CAMKV knockdown mice exhibited attenuation in late-phase long-term potentiation (LTP) and memory deficits [64]. These findings support that L-DL regulates cognitive process through regulating the alternative splicing of *CAMKV* and its expression during brain aging and neurodegenerative diseases. Notably, levels of multiple synaptic proteins are down-regulated in APP/PS1 mouse brains [70]. We uncover that introduction of L-DL promotes expression of multiple synaptic genes in AD mouse brains, including CAMKV, SNAP25, PSD95 and NR2B. We therefore speculate that L-DL regulates the expression of multiple synapse- and cytoskeleton-related genes via modulating their RNA splicing process in AD brains of -.*CAMKV* Therefore, L-DL-mediated improvement in cognition in APP/PS1 mice is likely due to the restoration of multiple synaptic and cytoskeletal gene expression, beyond *CAMKV*, via changing the alternative splicing patterns of these genes.

## Conclusions

Aberrant alternative splicing changes are tightly associated with brain aging and age-related neurodegenerative diseases, however what triggers these aging associated splicing abnormalities and the regulatory mechanism behind it remain largely elusive. Here, we identify a RNA binding protein hnRNP L-DL, whose expression displays an age- and AD-dependent reduction in the brain. Notably, L-DL is preferentially localized to nuclear speckles, where L-DL regulates the alternative splicing of selected synapse- and cytoskeleton-related genes. Consequently, these gene expression are altered by L-DL. Importantly, L-DL introduction substantially improves cognitive decline in AD mice. Taken together, our study defines nuclear speckle specific protein hnRNP DL as a critical molecule linking RNA splicing and aging/AD associated cognitive decline, shedding light on a potential therapeutic approach for cognitive decline in aged and AD brains via correcting aberrant RNA splicing.

## Supplementary Information

**Additional file 1.**

## Data Availability

RNA-seq data used in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE169281.

## Abbreviations

hnRNPs: Heterogeneous nuclear ribonucleoproteins
hnRNP DL: Heterogeneous nuclear ribonucleoprotein D-like
hnRNP A1: Heterogeneous nuclear ribonucleoprotein A1
hnRNP C: Heterogeneous nuclear ribonucleoprotein C
hnRNP U: Heterogeneous nuclear ribonucleoprotein U
hnRNP K: Heterogeneous nuclear ribonucleoprotein K
L-DL: Long isoform of hnRNP DL
S-DL: Short isoform of hnRNP DL
SF3B1: Splicing factor 3b subunit 1
SF3B2: Splicing factor 3b subunit 2
SF3B3: Splicing factor 3b subunit 3
U2 snRNP: U2 small nuclear ribonucleoprotein
U2AF65: U2 auxiliary factor 65 kDa subunit
U2AF35: U2 auxiliary factor 35 kDa subunit
5′SS: 5′ splice sites
3′SS: 3′ splice sites
AD: Alzheimer’s disease
PSD95: Postsynaptic density protein 95
PTBP1: Polypyrimidine tract binding protein 1
BACE1: Beta-secretase 1
Aβ: β-amyloid
PS1: Presenilin 1
SC35: /Splicing component 35 kDa
RBM25: RNA binding motif protein 25
NPM1: Nucleophosmin 1
PML: Promyelocytic leukemia protein
SNAP25: Synaptosome associated protein 25
NR2B: Glutamate ionotropic receptor NMDA type subunit 2B
SMN: Survival of motor neuron protein
GFAP: Glial fibrillary acidic protein
NeuN: Neuronal nuclear protein
MAPT: Microtubule associated protein Tau
PSI: Percent spliced in
DEGs: Differentially expressed genes
CADM1: Cell adhesion molecule 1
GIT1: G protein-coupled receptor kinase interacting protein 1
GIT2: G protein-coupled receptor kinase interacting protein 2
CHL1: Cell adhesion molecule L1 Like
CASK: Calcium/calmodulin-dependent serine protein kinase
CTTN: Cortactin
ADGRL1: Adhesion G protein-coupled receptor L1
SYNJ1: Synaptojanin 1
EPB41L3: Erythrocyte membrane protein band 4.1 like 3
CAMKV: Calmodulin kinase-like vesicle-associated protein
LTP: Long-term potentiation

# Supplementary material for: Nuclear speckle specific hnRNP D-like prevents age- and AD-related cognitive decline by modulating RNA splicing
**Source:** Mol Neurodegener. 2021 Sep 22;16:66. doi: 10.1186/s13024-021-00485-w
**Supplement:** Supplementary file 1 — Additional file 1.

## Supplementary Figure 1

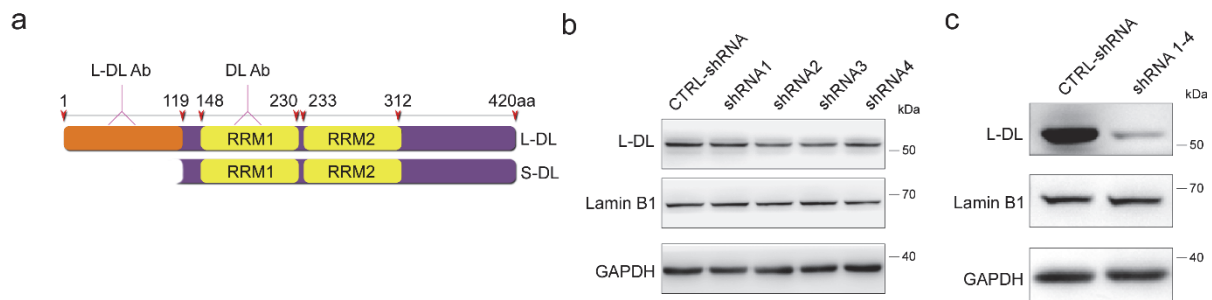

**Supplementary Figure S1:** (a) Diagram of long and short isoform of hnRNP DL protein (L-DL and S-DL). Epitope regions of two hnRNP DL antibodies are also shown, including a L-DL antibody that is designed to specifically recognize L-DL, and a DL antibody that is designed to recognize both L-DL and S-DL. (b) Protein levels of L-DL in N2a cells treated with control-shRNA or 4 individual shRNA targeting L-DL, namely shRNA1, shRNA2, shRNA3, and shRNA4. Lamin B1 and GAPDH were included as input controls. (c) Protein levels of L-DL in N2a cells treated with control-shRNA or 4 L-DL shRNA (shRNA1-4, shRNA1+ shRNA2+shRNA3+shRNA4). Lamin B1 and GAPDH were included as input controls.

## Supplementary Figure 2

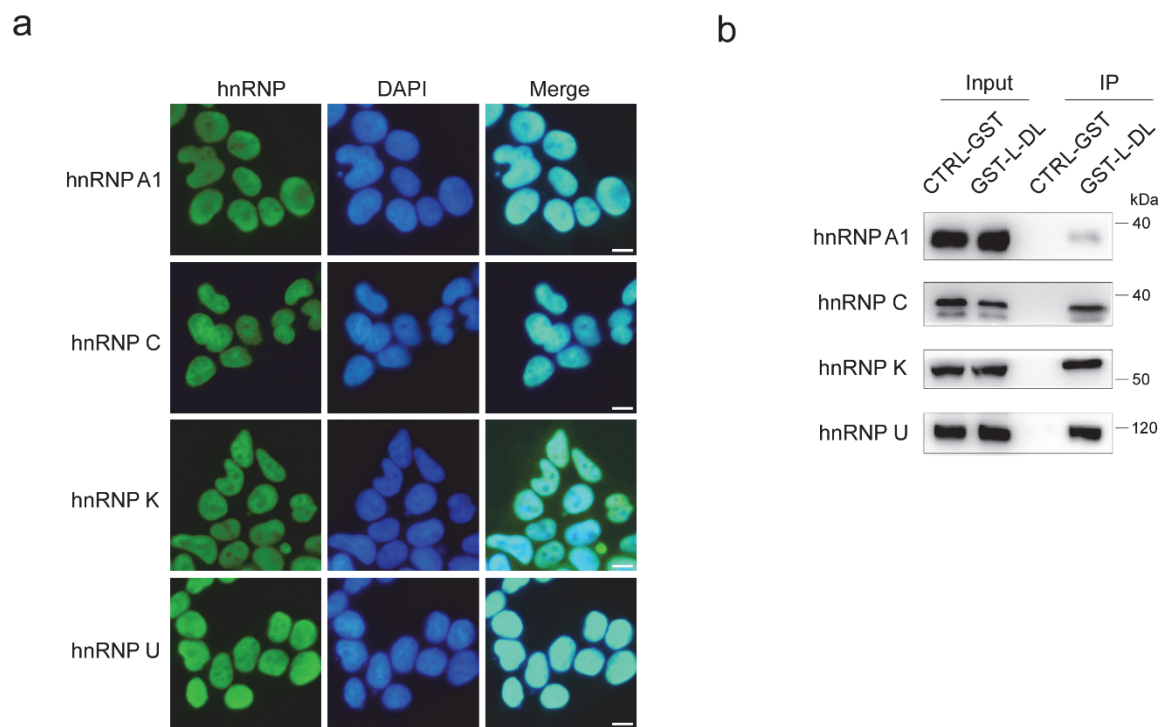

**Supplementary Figure S2:** (a) Representative immunofluorescence images of hnRNP A1 (Green), hnRNP C (Green), hnRNP K (Green), hnRNP U (Green) and DAPI (blue) in 293T cells. Scale bars: 10  $\mu$ m. (b) CTRL-GST and GST-L-DL were introduced into 293T cells, followed by pull-down with GST agarose beads. L-DL associated proteins were subjected to immunoblotting with anti-hnRNP A1, anti-hnRNP C, anti-hnRNP K and anti-hnRNP U antibodies.

## Supplementary Figure 3

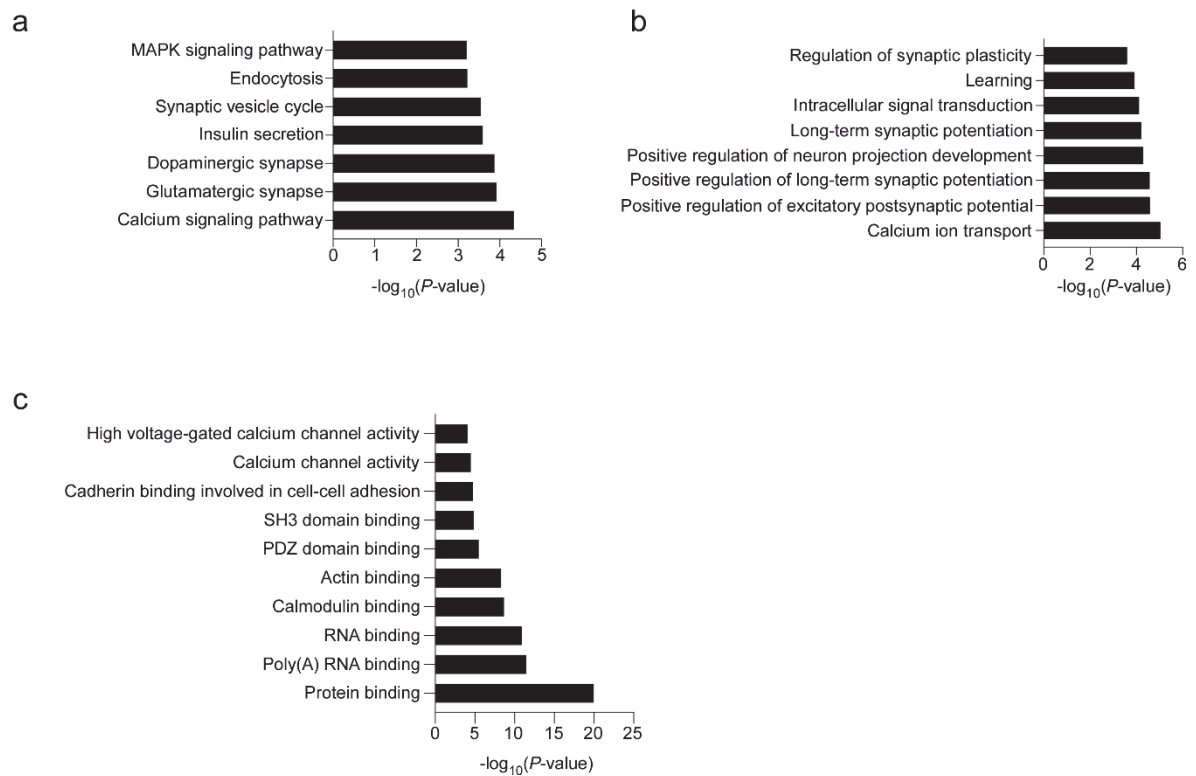

**Supplementary Figure S3:** (a-c) KEGG pathway analysis (a), biological process terms (b), and molecular function terms (c) for genes with exon skipping in Gene Ontology (GO) analysis (n=1,631,  $P\text{-value} < 0.001$ ).

## Supplementary Figure 4

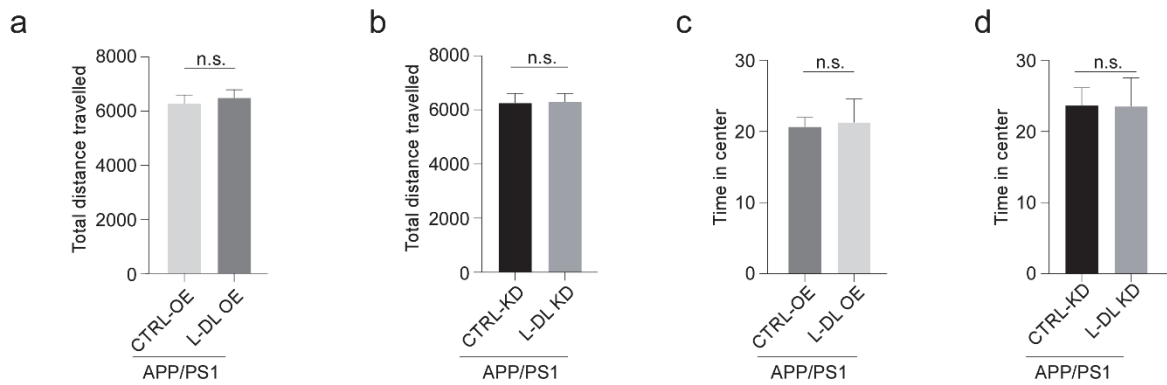

**Supplementary Figure S4:** In the open field task, total distance travelled (a) and time spend in the center (c) for control APP/PS1 mice and APP/PS1 mice with L-DL OE (n=15 mice per group). Total distance travelled (b) and time spend in the center (d) for control APP/PS1 mice and APP/PS1 mice with L-DL KD (n=15 mice per group). Statistical analysis was performed using two-tailed Student's *t*-test; \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ ; error bars denote the SEM.

31 **Supplementary Table S1: Primer sequences used for plasmids construction.**

| Plasmid                | Primer sequence (5' to 3') |                         |
|------------------------|----------------------------|-------------------------|
| pcDNA 3.1 (+)-GST      | Forward                    | ATGTCCCCTATACTAGGTTA    |
|                        | Reverse                    | GGTACACCACACTGGACTAGTGA |
| pcDNA 3.1 (+)-GST-L-DL | Forward                    | ATGGAGGTCCCGCCCCGGCTCTC |
|                        | Reverse                    | TTAGTAGGGCTGGTAATTGT    |

32

33

34 **Supplementary Table S2: Sequences of luciferase-WT, luciferase-Mut, tandemly**  
 35 **arranged four L-DL shRNA for KD in the brain**

| <b>luciferase-WT</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |  |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|
| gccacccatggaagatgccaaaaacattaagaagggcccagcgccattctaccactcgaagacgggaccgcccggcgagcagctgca<br>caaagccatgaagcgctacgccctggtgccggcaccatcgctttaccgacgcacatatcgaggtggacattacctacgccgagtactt<br>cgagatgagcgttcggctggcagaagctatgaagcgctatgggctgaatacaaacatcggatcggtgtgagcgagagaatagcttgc<br>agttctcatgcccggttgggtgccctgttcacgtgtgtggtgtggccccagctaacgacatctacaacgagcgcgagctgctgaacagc<br>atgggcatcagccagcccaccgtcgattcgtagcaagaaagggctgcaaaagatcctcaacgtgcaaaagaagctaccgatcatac<br>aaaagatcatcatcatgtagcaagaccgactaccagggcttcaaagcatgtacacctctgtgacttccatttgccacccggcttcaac<br>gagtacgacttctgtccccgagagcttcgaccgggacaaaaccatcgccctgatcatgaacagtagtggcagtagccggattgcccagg<br>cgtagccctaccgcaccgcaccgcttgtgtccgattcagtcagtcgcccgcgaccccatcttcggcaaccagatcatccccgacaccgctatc<br>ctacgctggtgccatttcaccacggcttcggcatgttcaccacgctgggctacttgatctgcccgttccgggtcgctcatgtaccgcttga<br>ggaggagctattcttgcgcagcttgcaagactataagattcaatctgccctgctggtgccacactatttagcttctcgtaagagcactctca<br>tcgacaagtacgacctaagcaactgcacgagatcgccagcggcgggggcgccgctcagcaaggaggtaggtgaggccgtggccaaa<br>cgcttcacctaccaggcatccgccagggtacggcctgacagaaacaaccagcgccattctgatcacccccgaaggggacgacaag<br>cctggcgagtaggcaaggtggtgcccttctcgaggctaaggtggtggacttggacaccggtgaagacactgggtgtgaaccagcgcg<br>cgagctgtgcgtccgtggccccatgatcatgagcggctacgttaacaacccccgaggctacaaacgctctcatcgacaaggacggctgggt<br>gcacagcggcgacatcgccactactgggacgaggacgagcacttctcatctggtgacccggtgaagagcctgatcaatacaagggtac<br>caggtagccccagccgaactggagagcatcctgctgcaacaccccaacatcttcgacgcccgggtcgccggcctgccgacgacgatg<br>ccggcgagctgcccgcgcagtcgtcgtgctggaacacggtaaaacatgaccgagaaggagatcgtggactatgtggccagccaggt<br>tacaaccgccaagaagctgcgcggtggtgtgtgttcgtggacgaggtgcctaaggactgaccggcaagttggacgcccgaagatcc<br>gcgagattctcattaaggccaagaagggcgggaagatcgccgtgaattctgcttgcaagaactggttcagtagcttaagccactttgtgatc<br>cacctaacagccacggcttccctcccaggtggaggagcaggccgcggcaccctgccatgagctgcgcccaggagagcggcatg<br>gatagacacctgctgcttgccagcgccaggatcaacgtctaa |  |
| <b>luciferase-Mut</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |  |
| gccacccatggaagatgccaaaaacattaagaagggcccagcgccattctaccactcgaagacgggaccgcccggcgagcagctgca<br>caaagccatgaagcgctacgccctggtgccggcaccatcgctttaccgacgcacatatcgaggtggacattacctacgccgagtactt                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |  |

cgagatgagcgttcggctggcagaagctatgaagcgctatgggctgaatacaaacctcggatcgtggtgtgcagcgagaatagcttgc  
 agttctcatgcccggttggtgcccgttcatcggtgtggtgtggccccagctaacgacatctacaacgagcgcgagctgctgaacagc  
 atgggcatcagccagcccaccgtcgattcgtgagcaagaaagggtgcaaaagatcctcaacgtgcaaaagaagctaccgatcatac  
 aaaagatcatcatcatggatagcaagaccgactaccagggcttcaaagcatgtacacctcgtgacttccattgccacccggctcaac  
 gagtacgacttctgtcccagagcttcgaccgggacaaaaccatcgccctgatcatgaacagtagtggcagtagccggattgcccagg  
 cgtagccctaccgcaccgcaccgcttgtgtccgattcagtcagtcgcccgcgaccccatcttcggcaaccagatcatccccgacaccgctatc  
 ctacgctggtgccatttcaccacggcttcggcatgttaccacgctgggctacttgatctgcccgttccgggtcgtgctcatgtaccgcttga  
 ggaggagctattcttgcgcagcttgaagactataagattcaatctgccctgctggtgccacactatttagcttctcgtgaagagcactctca  
 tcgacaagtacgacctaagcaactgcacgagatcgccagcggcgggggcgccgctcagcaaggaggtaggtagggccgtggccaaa  
 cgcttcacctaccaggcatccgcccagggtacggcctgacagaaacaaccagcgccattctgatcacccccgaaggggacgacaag  
 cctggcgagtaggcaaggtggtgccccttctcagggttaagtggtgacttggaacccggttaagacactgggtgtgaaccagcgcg  
 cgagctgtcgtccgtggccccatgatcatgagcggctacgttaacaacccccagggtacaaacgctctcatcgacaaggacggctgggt  
 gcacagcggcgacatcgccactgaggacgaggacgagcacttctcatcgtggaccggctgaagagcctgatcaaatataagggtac  
 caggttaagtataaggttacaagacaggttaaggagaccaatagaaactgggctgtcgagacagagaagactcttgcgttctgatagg  
 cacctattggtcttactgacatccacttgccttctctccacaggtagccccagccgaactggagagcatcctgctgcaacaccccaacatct  
 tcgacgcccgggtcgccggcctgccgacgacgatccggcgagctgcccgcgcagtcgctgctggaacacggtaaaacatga  
 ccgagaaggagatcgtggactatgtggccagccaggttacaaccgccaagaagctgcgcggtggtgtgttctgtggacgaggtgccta  
 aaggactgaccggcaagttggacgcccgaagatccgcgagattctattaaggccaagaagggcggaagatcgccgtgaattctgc  
 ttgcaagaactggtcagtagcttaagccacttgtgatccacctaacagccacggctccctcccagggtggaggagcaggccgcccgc  
 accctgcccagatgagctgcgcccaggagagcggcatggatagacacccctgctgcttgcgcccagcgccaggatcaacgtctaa

**tandemly arranged and H1 promoter driven four L-DL shRNA for L-DL KD in the brain.**

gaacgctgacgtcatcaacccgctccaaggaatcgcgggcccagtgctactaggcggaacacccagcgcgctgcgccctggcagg  
 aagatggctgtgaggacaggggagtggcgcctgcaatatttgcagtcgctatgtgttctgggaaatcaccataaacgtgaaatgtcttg  
 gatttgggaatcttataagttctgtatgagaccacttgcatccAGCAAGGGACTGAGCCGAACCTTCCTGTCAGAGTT  
 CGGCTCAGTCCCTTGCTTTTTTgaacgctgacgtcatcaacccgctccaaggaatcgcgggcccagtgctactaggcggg  
 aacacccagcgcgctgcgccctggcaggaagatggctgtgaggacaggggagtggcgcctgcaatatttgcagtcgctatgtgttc  
 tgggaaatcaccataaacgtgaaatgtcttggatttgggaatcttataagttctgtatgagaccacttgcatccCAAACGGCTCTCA  
 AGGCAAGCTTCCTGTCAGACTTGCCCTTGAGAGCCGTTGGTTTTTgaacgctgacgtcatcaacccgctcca  
 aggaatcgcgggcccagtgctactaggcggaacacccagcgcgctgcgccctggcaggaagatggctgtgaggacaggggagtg

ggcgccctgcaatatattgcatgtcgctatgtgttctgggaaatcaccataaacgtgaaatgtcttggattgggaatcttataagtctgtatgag  
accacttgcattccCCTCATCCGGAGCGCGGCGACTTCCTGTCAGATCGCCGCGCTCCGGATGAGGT  
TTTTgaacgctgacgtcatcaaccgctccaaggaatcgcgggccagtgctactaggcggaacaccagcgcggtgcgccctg  
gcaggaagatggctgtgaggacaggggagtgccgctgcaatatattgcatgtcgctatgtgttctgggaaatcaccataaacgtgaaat  
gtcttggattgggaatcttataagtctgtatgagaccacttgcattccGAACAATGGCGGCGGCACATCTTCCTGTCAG  
AATGTGCCGCGCCATTGTTCTTTTT

36

37

38 **Supplementary Table S3: sgRNA sequences targeting human or mouse L-DL**

|                                 |                      |
|---------------------------------|----------------------|
| Human sgRNA sequence (5' to 3') |                      |
| H-sgRNA1                        | AAGGAGAGAGGCCACGCGTG |
| H-sgRNA2                        | GGCGGCACATGGGAAAGCCT |
| H-sgRNA3                        | GGAGAGAGGCCACGCGTGAG |
| H-sgRNA4                        | GCTAAAGTAGCGGGAGCGGA |
| Mouse sgRNA sequence (5' to 3') |                      |
| M-sgRNA1                        | AGCAAGGGACTGAGCCGAAC |
| M-sgRNA2                        | CCAACGGCTCTCAAGGCAAG |
| M-sgRNA3                        | CCTCATCCGGAGCGCGGCGA |
| M-sgRNA4                        | GAACAATGGCGGCGGCACAT |

39

40 **Supplementary Table S4: L-DL associated proteins identified in MS**

| Accession | Gene names | Sequence coverage (%) | # Unique Peptides | # PSMs |
|-----------|------------|-----------------------|-------------------|--------|
| P61978    | hnRNP K    | 45.14                 | 20                | 48     |
| Q08211    | DHX9       | 25.35                 | 33                | 39     |
| P22626    | hnRNP A2B1 | 40.51                 | 12                | 32     |
| P09651    | hnRNP A1   | 34.14                 | 9                 | 22     |
| P14866    | hnRNP L    | 34.3                  | 15                | 19     |
| Q00839    | hnRNP U    | 13.45                 | 11                | 14     |
| Q9NZI8    | IGF2BP1    | 22.18                 | 11                | 14     |
| Q96I24    | FUBP3      | 16.78                 | 9                 | 14     |
| P51991    | hnRNP A3   | 16.67                 | 3                 | 12     |
| Q13151    | hnRNP A0   | 14.1                  | 3                 | 10     |
| Q4VCS5    | AMOT       | 9.32                  | 9                 | 9      |
| Q07666    | KHDRBS1    | 11.96                 | 7                 | 9      |
| O14979    | hnRNP DL   | 12.62                 | 5                 | 9      |
| P31942    | hnRNP H3   | 20.81                 | 8                 | 9      |
| Q96KR1    | ZFR        | 8.66                  | 7                 | 8      |
| Q9Y5B9    | SUPT16H    | 6.11                  | 7                 | 7      |
| O43390    | hnRNP R    | 12.01                 | 3                 | 7      |
| Q9NZB2    | FAM120A    | 7.16                  | 6                 | 6      |

|        |           |       |   |   |
|--------|-----------|-------|---|---|
| P17844 | DDX5      | 8.96  | 6 | 6 |
| O60506 | SYNCRIP   | 11.08 | 2 | 6 |
| Q15717 | ELAVL1    | 16.56 | 5 | 6 |
| Q15393 | SF3B3     | 3.62  | 5 | 5 |
| P35637 | FUS       | 7.03  | 4 | 5 |
| P43243 | MATR3     | 4.25  | 3 | 4 |
| P02768 | ALB       | 6.08  | 3 | 4 |
| P08621 | SNRNP70   | 9.61  | 4 | 4 |
| P16152 | CBR1      | 16.61 | 4 | 4 |
| P07910 | hnRNP C   | 9.48  | 4 | 4 |
| Q9UKM9 | RALY      | 11.76 | 4 | 4 |
| Q8N163 | CCAR2     | 3.36  | 3 | 3 |
| O60814 | HIST1H2BK | 11.9  | 1 | 3 |
| Q15424 | SAFB      | 2.73  | 3 | 3 |
| Q7L2E3 | DHX30     | 2.43  | 3 | 3 |
| O60264 | SMARCA5   | 2.47  | 3 | 3 |
| P26368 | U2AF65    | 5.47  | 3 | 3 |
| Q9UHX1 | PUF60     | 6.08  | 3 | 3 |
| P22087 | FBL       | 9.35  | 3 | 3 |
| P06748 | NPM1      | 7.82  | 3 | 3 |

|        |          |       |   |   |
|--------|----------|-------|---|---|
| Q14978 | NOLC1    | 2.86  | 2 | 2 |
| Q9BXP5 | SRRT     | 2.28  | 2 | 2 |
| P09874 | PARP1    | 2.17  | 2 | 2 |
| P78347 | GTF2I    | 1.9   | 2 | 2 |
| P81605 | DCD      | 20    | 2 | 2 |
| Q13435 | SF3B2    | 2.01  | 2 | 2 |
| Q9UQE7 | SMC3     | 1.64  | 2 | 2 |
| Q8WXF1 | PSPC1    | 3.63  | 2 | 2 |
| O76021 | RSL1D1   | 3.47  | 2 | 2 |
| Q14739 | LBR      | 3.09  | 2 | 2 |
| P16403 | HIST1H1C | 9.86  | 2 | 2 |
| P29692 | EEF1D    | 7.47  | 2 | 2 |
| Q99623 | PHB2     | 5.35  | 2 | 2 |
| Q01081 | U2AF35   | 6.67  | 2 | 2 |
| P68104 | EEF1A1   | 8.66  | 2 | 2 |
| Q6Y7W6 | GIGYF2   | 0.69  | 1 | 1 |
| P62937 | PPIA     | 10.91 | 1 | 1 |
| Q92900 | UPF1     | 0.89  | 1 | 1 |
| Q9H0A0 | NAT10    | 0.78  | 1 | 1 |
| P0CG48 | UBC      | 11.82 | 1 | 1 |

|        |          |       |   |   |
|--------|----------|-------|---|---|
| O75533 | SF3B1    | 0.84  | 1 | 1 |
| P31151 | S100A7   | 10.89 | 1 | 1 |
| P49756 | RBM25    | 1.3   | 1 | 1 |
| P60709 | ACTB     | 6.13  | 1 | 1 |
| Q9Y2W1 | THRAP3   | 0.73  | 1 | 1 |
| P10809 | HSPD1    | 4.36  | 1 | 1 |
| Q9H307 | PNN      | 1.53  | 1 | 1 |
| Q8IY81 | FTSJ3    | 0.94  | 1 | 1 |
| O15042 | U2SURP   | 0.78  | 1 | 1 |
| Q8IXT5 | RBM12B   | 0.9   | 1 | 1 |
| P22492 | HIST1H1T | 5.31  | 1 | 1 |
| P25311 | AZGP1    | 3.36  | 1 | 1 |
| P02545 | LMNA     | 1.36  | 1 | 1 |
| P52272 | hnRNP M  | 1.51  | 1 | 1 |
| Q6NXT2 | H3F3C    | 5.19  | 1 | 1 |
| Q12906 | ILF3     | 1.45  | 1 | 1 |
| P12273 | PIP      | 5.48  | 1 | 1 |
| Q13283 | G3BP1    | 2.36  | 1 | 1 |
| O95969 | SCGB1D2  | 10    | 1 | 1 |
| P08670 | VIM      | 2.15  | 1 | 1 |

|        |           |      |   |   |
|--------|-----------|------|---|---|
| Q9HD64 | XAGE1A    | 7.41 | 1 | 1 |
| Q9BY76 | ANGPTL4   | 1.48 | 1 | 1 |
| Q9P2B4 | CTTNBP2NL | 0.94 | 1 | 1 |
| Q12800 | TFCP2     | 2.39 | 1 | 1 |
| Q9H853 | TUBA4B    | 5.81 | 1 | 1 |
| Q07021 | C1QBP     | 4.61 | 1 | 1 |
| Q15366 | PCBP2     | 3.84 | 1 | 1 |
| Q9P035 | HACD3     | 3.87 | 1 | 1 |
| Q16629 | SRSF7     | 5.04 | 1 | 1 |
| Q07955 | SRSF1     | 4.03 | 1 | 1 |

41

42 **Supplementary Table S5: Primers used for alternative splicing analysis using PCR-**  
43 **based approach**

| Gene    | Prime sequence (5' to 3') |                        |
|---------|---------------------------|------------------------|
| GIT2    | Forward                   | CAAGCCACTCGTCCCTAAA    |
|         | Reverse                   | CACAGGCAGTGTTGTCATAATC |
| CTTN    | Forward                   | CTTTGGAGGAAAGTTTGGTGTG |
|         | Reverse                   | CTTGTCCATCCGATCCTTCTG  |
| PSD95   | Forward                   | CAGTACAACAGCCACCTCTAC  |
|         | Reverse                   | AACTTGGCAAGCAAACCTTC   |
| MAPT    | Forward                   | GAAGCAGGCATCGGAGAC     |
|         | Reverse                   | CGTCATTTCTGTCTGTCT     |
| GIT1    | Forward                   | GCTAGTTGAGTGCCAGTATGAG |
|         | Reverse                   | GTCACCAGGGTGCTATGATTT  |
| EPB41L3 | Forward                   | CCACAACAAAGGGCATCTCT   |
|         | Reverse                   | TCAATCATGGGTGCATCCTC   |
| AGRIN   | Forward                   | GCAGTAGATGTAGCGCCTTT   |
|         | Reverse                   | GGTCATAGCTCAGTTGTAGG   |
| CASK    | Forward                   | GGGAAATGCGAGGGAGTATT   |
|         | Reverse                   | GCTGCTCTTGTCTTGGTCTTC  |
| CHL1    | Forward                   | GCATCTCTCCAACCTCAACT   |

|        |         |                      |
|--------|---------|----------------------|
|        | Reverse | CTTCCACCTCTGTTCTCT   |
| CADM1  | Forward | GGGTGAGAGTCGATGATGAA |
|        | Reverse | GAGTTGTTCTGTCCTCCTTC |
| SYNJ1  | Forward | CCAGAAGGATTCTTCCCAG  |
|        | Reverse | GTCTAGCCGCACCGTATC   |
| ADGRL1 | Forward | GTGCCATTGCACTGCTCTT  |
|        | Reverse | GGTGCTGTTGATGTCACCT  |
| CAMKV  | Forward | TGCAGCTGGTAGATGTGTTT |
|        | Reverse | GAGGTTCTGTGCACAATCT  |

How the deposited data were processed for this re-analysis (not part of the article)

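RNA from the hippocampus of 3 control mice and 3 mice labelled L-DL KD was sequenced by the authors. The authors deposited raw read counts per Ensembl gene, made from 150 nt read pairs aligned to GRCm38, without normalization. The authors also deposited the junction-count output of rMATS for 5 types of splicing events, with the counts of the inclusion and the skipping form in each library, the effective lengths of both forms, PSI, p-values and FDR. Reads were not analysed here, so the alignment, the counting and the rMATS test are the authors' own. Library totals and junction counts are given with the description of the samples. Intervals on shares of events are 95% Wilson intervals and cover counting error over events only, since events of 1 gene share reads.

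The rMATS p-values were taken as deposited, with the paper's threshold of 0.001 and no adjustment, and events were counted by type and direction. PSI was recomputed for each library as the inclusion count over its effective length, divided by the sum of this value for both forms. The junction counts were tested again with edgeR (version 4.0.16) on 12 columns, 1 for each form in each library, with an effect for each library, an inclusion effect and the change of inclusion between the groups. Events with a mean of at least 20 counts per library and a mean of at least 1 count of each form were tested. Gene counts were scaled by TMM and tested with edgeR's quasi-likelihood test for genes with at least 10 counts in at least 3 libraries, at a Benjamini-Hochberg adjusted p under 0.05. Work was done in R (version 4.3.3) and Python (version 3.11.15) with scipy (version 1.17.1) and pandas (version 2.3.3). Both models were tested on simulated data with 200 changed features. There the expression test called 63.5% of the changed genes and 3 unchanged ones of 17331 genes.

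Alternatives set before the data were examined were the rMATS FDR, a minimum PSI change, a minimum count, 1 event for each alternative segment, the edgeR p-value, limma (version 3.58.1) on the log2 ratio of the forms with a pseudocount of 0.5, PSI without effective lengths, DESeq2 (version 1.42.0), scaling by library size, other filters, a replicate block and leaving out each library in turn. Groups of 3 against 3 were compared by two-sided exact permutation tests, whose smallest p is 0.1. Lists of cell type genes were compared with 10000 random lists matched on expression.

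Single genes were chosen by a rule set before the data were examined. It takes the genes that the paper names from its splicing analysis or blots, Hnrnpdl with its paralogs Hnrnpd and Hnrnpab, and the speckle and U2 genes that the paper names. It adds the 5 genes with the largest rise and the 5 with the largest fall among differentially expressed genes whose groups lay apart. It also adds the 3 events with the largest rise and the 3 with the largest fall in PSI among those past both splicing tests whose groups lay apart. How exon numbers were matched to transcripts was settled after event values had been listed. Other genes and events named in the closing section, and the further Cadm1 and Cask exons, were chosen after their values were seen.

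Some readings were also settled after values were seen. The comparison of RT-PCR directions was set not to decide about swapped labels, because the paper chose those events from these libraries. The test of reads shared between immunoglobulin genes was changed from the median of the constant region genes to the number of them with higher counts. This change moved its outcome from an argument against shared reads to undecided. The tests of a shift shared by all events were changed from fractions of the difference to confidence intervals, which did not change their outcome. The shRNA target sites were held not to decide their question, because transcripts were not measured apart. Named events too poorly covered for the edgeR test were compared between settings by their spread, which changed the outcome for the Grin2b and Cask events with a library left out from reversed to unchanged.

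The functional annotation of genes, the gene lists of other studies and the paper's blots were not analysed here.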

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

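The tests of immunoglobulin genes were chosen after the result was seen, and lower counts of Snap25, Grin2b and Dlg4 had been seen when the cell type lists were written; the other tests were chosen before their results. The paper's text names no test of gene expression for these libraries. Among 17621 genes tested, 5379 had an adjusted p under 0.05 (edgeR), 2743 of them higher and 2636 lower in the libraries labelled L-DL KD. The log2 fold change was at least 1 in size for 1291 genes. With scaling by library size in place of TMM, 3052 were higher and 2392 lower (56.1% higher, against 51.0%). All 3 libraries of each group lay apart in 47.2% of the tested genes, where chance gives 10%.

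Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1 gave as many genes, the labelled one. The 9 other splits gave 0 genes at an adjusted p under 0.05 and 138 to 724 genes at an unadjusted p under 0.05. Of these splits, 6 part 1 same-numbered pair only. The number of splits is too small for a share under 0.05 whatever the data, so this count does not decide about a grouping by chance in either direction. Across genes, which are not independent replicates, the log2 fold change had a Spearman's rho of -0.0561 with gene length and 0.0540 with GC content. The share of counts in the 20 highest genes differed by 0.285 percentage points between the groups. None of these 3 values reached the size set for a bias.

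Cell type lists gave a candidate explanation for part of the difference. The median log2 fold change was 0.96 for 12 microglial genes, at the 100th percentile of the random lists, with all 12 higher. It was 0.88 for 12 interferon response genes, also at the 100th percentile, with 10 of the 12 positive. It was -0.49 for 13 neuronal genes, at percentile 0.27, with 11 of the 13 negative and 10 of them lower at an adjusted p under 0.05. For CA1 pyramidal cell genes it was -0.71 at percentile 0.02, and for dentate granule cell genes -0.51 at percentile 0.37. In these 5 lists the groups lay apart (exact permutation test, two-sided p = 0.1, the smallest possible), and the signs of the medians were the same with DESeq2 and with scaling by library size. The lists of astrocytes (percentile 19.2), oligodendrocytes (90.2), T cells (0.18) and choroid plexus (3.78) did not rise as RNA from those sources would. More microglial RNA, an interferon response and less neuronal RNA therefore remain, and less CA1 or dentate tissue cannot be told apart from less neuronal RNA. These may follow from the loss of L-DL, from the virus, whose titre the paper gives as higher in the controls, or from dissection, and the design does not part these. The control libraries are titled WT, and that these mice received virus is taken from the paper.

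The 5 genes with the largest rise were immunoglobulin variable segments. Igkv13-84 was at least 118.9-fold higher, Ighv5-9 at least 58.5-fold, Ighv1-54 at least 27.5-fold, Ighv10-1 at least 26.6-fold and Ighv5-16 at least 15.1-fold higher in the group mean than the floor of 3 counts that the controls did not exceed. Single libraries differed widely. The counts in libraries 1 to 3 labelled L-DL KD were 57, 50 and 999 for Igkv13-84, 16, 53 and 476 for Ighv5-9, 233, 22 and 18 for Ighv1-54, 19, 82 and 151 for Ighv10-1 and 71, 54 and 23 for Ighv5-16, so that the folds of the means do not hold in each library. Of 75 immunoglobulin genes tested, 26 were higher. Summed immunoglobulin counts overlapped, with 5840, 34930 and 42266 in the controls and 29931, 51305 and 76055 in the libraries labelled L-DL KD. A list of plasma cell genes without immunoglobulin genes stood at percentile 98.3, but its libraries overlapped. Reads shared between gene copies are a candidate explanation. Of 9 constant region genes, 3 were higher, and the median log2 fold change of the 9 was 1.01. Ighg3, chosen after its values were seen, had 14, 96 and 101 counts in the controls. It had 808, 1856 and 1868 in the libraries labelled L-DL KD. For Ighm and Igkc the libraries of the groups overlapped. The number of constant region genes that were higher leaves shared reads open. Single B cell clones in a mouse were not tested.

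The genes with the largest fall were Rpl27-ps1, at least 3.83-fold lower, BC035947, at least 5.54-fold lower, H2-M2 with a log2 fold change of -3.87, Atp8b3 with -3.76 and 4921539H07Rik with -3.66. The fall of Atp8b3 rests on control library 2, with counts of 26, 186 and 11 in the controls and 10, 5 and 2 in the libraries labelled L-DL KD. Without control library 2 its log2 fold change was -1.83 (edgeR adjusted p = 0.0978), and over all fits with a library left out its adjusted p ranged from 0.0198 to 0.0978. No explanation was tested for these genes, and Rpl27-ps1 is a pseudogene whose reads other genes can share.

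Among events past both splicing tests, the largest falls in PSI were in a 30 nt exon of Unc13a (-0.592), a 21 nt exon of Shank2 (-0.556) and a 9 nt exon of Asap1 (-0.496). The largest rises were in exons of Luc7l (0.494), Syt7 (0.472) and Sun1 (0.421). The paper does not name these genes. The edgeR test gave 185 events for the labelled split, and 1 of the 10 splits of the 6 libraries gave as many, the labelled one, while the others gave 0 to 7. A share of 0.1 is the smallest that 10 splits allow, so this count does not decide about a grouping by chance in either direction. About 19 events are expected at this threshold by chance if the p-values are exact. On simulated counts the test called fewer unchanged events, namely 4, so its p-values may be too large.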

How the results depend on the processing

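All alternatives named here were set before the data were examined. The causes of the changes were not tested.

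With the edgeR p-value in place of the rMATS p-value, 185 events in 146 genes passed. Exon skipping was 82.2% of them, intron retention 4.32% and the other types 13.5%. The share with a rise was 24.3% for all types, 15.8% for exon skipping and 87.5% for intron retention, which is 7 of 8 events. With the rMATS FDR under 0.05, exon skipping was 69.8% and intron retention 12.2% of 3016 events. With a PSI change of at least 0.1 in size, 1470 events passed and 48.2% of intron retention events rose. The total numbers of events and genes under the FDR, the PSI change, the count minimum and 1 event for each segment stayed within 1.5 times the reported ones. Intron retention events numbered 367 under the FDR and 137 under the PSI change, against 223, which is beyond 1.5 times. Falls were more frequent in exon skipping than in intron retention under all 5 alternatives, with odds ratios from 2.01 to 37.3.

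The edgeR test gave 48 events at a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.001 it gave 182 events with at least 10 counts in every library and 198 without the count minimum, against 185. limma gave 149 events at an unadjusted p under 0.001, of which 43 were shared with the 185, and 0 at an adjusted p under 0.05 (2377 at an unadjusted p under 0.05). On simulated data limma called 53 of the 200 changed events (26.5%) and 35 unchanged ones, and edgeR called 109 and 4. Leaving out each library in turn gave from 73 to 152 events at an unadjusted p under 0.001. At an adjusted p under 0.05 it gave 3, 5 and 0 events without each control library. Without each library labelled L-DL KD it gave 52, 3 and 16, against 48 with all libraries. Of the 13 events of Fig. 6c to 6e, 5 passed the edgeR test, 1 passed with limma, and from 1 to 5 passed with a library left out. No paired analysis was possible because the splicing table gives its replicates without numbers.

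The number of differentially expressed genes was 5525 with DESeq2, 5444 with scaling by library size, 5265 without a filter and 5326 with at least 10 counts in every library, against 5379. With a log2 fold change of at least 1 in size it was 1291. With the replicate number as a replicate block it was 4635. Same-numbered libraries had a mean correlation of 0.0243 after removal of the group means, against -0.0124 for other numbers, so the numbers mark no visible pairing. Leaving out each library gave from 3498 to 6477 genes. The median log2 fold change of all genes moved by less than 0.1 under each scaling.

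Of the genes chosen by the rule from the paper, from 6 to 16 had an adjusted p under 0.05 with a library left out, against 12 of 26. Some log2 fold changes near 0 changed sign. That of Hnrnpab was 0.0080 with scaling by library size. With each library left out, the log2 fold change ranged from -0.13 to 0.15 for Hnrnpdl, from -0.025 to 0.058 for Cask, from -0.089 to 0.10 for Hnrnpab, from -0.023 to 0.098 for Rbm25 and from -0.12 to 0.0096 for Sf3b3. The PSI change ranged from -0.0768 to 0.0169 for the Sf3b1 event and from -0.00620 to 0.0150 for the U2af2 event. For single genes, 30 other values with a library left out were weaker and 5 stronger, and 6 were weaker and 5 stronger under other settings. For single events, 32 values with a library left out were weaker and 1 stronger, and 7 were weaker under other settings.

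Of the 1848 changed events that entered the edgeR test, 175 had a p-value under 0.001. Whether read depth or the number of mice limits this was not tested. On simulated data with a shift of 1.5 on the logit scale, the test called 54.5% of the changed events. This shift was set and not matched to the changes seen here, so that share does not give the power for the 1848 events.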

Differences from the paper's values

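None of the values that the paper states for the measures computed here was more than 1.5 times away. The paper's count of changed events is 2181, and 2180 were found in the authors' deposited table. The paper's count of other event types is 389, and 388 were found. The paper's number of genes with changed splicing is 1631, and 1567 were found by Ensembl identifier. The legend of Fig. S3 gives the same number for genes with exon skipping. For these, 1229 genes were found, and 1598 with the rMATS FDR under 0.05. Of the alternatives set before the data were examined, the rMATS FDR gave 2095 genes, the count minimum 1314 and the minimum PSI change 1119, and none gave the paper's number.

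The paper states that skipping of exon 19 of Cask increased. The event with this direction, in transcript Cask-212, had a PSI change of -0.0172 with an rMATS p-value of 1 in the authors' deposited table. Exon 19 of Cask-204, chosen after its values were seen, had a PSI change of 0.301, which is less skipping. The paper states that skipping of exon 8 of Cadm1 decreased. Its event in Cadm1-202 had this direction, while exon 8 of Cadm1-204, chosen after its values were seen, had a PSI change of -0.354, which is more skipping. The paper's RT-PCR primers were not placed on the transcripts here. Which of these Cask and Cadm1 exons the paper assayed is therefore open, and the opposite directions need not be a conflict. The events of Cadm1, Git2 and Cttn had rMATS p-values above the paper's threshold of 0.001. With the rMATS FDR under 0.05, set before the data were examined, all 3 passed, with an FDR of 0.0432, 0.0392 and 0.0189 in the authors' deposited table.

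Fig. 4d gives the larger share after exon skipping to intron retention and the smaller one to the other types, whereas the paper's text gives them the other way round. In the authors' deposited table, intron retention had 10.2% and the other types 17.8%. Fig. 4f shows the lowest PSI change at intron retention, and in the deposited table the change of -1 belongs to a mutually exclusive exon event.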

Other observations

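The tests of the Hnrnpdl count, of nerve injury genes and of Srrm3 and Srrm4 were chosen after the result was seen, and so were the genes named here that the paper does not name.

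The Hnrnpdl count was not lower in the libraries labelled L-DL KD. It is RNA of all transcripts, whereas the paper assessed the knockdown by immunoblots of L-DL protein. Swapped labels of the 2 groups would only change the sign of its log2 fold change of 0.03, so they would not give a clear fall either. In 11 of the 13 events of Fig. 6c to 6e, the event with the smallest rMATS p-value moved in the paper's direction. It was taken at the named exon or intron, except for Mapt, where it was taken over the gene's exon skipping events. The paper chose these events from these libraries, so this number does not decide about swapped labels. A change in transcripts that the shRNAs do not target could hide a fall. Of 7 annotated Hnrnpdl transcripts, 2 hold an exact target site of the listed shRNAs. This count rests on 2 of the 4 listed shRNAs. As printed, sequence 2 had 1 mismatch and sequence 4 matched in the antisense orientation only. Transcripts were not measured apart, so this explanation remains open. A skipping event of Hnrnpdl itself (171 nt exon) had a PSI change of 0.0397, with groups apart (exact permutation test, two-sided p = 0.1) and an adjusted p of 0.249 from the edgeR test.

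More exon skipping events fell than rose in PSI. Exons of 27 nt or less tilted furthest, with a fall in 155 of 168 changed events and in 441 of 544 listed events. Among changed events with longer exons 35.4% rose, among those with at least 20 counts 31.8%, and with each exon counted once 32.6%. Exons of 27 nt or less, few reads and repeated exons, each taken alone, therefore do not account for the tilt. Short exons just above 27 nt were not set apart, so their part in it is open. Among exon skipping events with an rMATS p-value of at least 0.05 and a mean of at least 20 counts per library, 45.2% rose (44.5 to 45.9%). This smaller tilt is in the same direction, so a shift shared by all exon skipping events could contribute and was not parted from the rest. Among intron retention events with the same limits, 52.3% rose (50.0 to 54.6%). This interval includes an equal division, as does that of the changed introns, and the introns were selected for not having changed. The test therefore does not decide about more unspliced RNA across all introns.

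A candidate explanation for the short exons is lower expression of the splicing factor gene Srrm3, whose log2 fold change was -1.04 (adjusted p = 0.000435, edgeR), lower in 3 of 3 libraries. Srrm4 had a log2 fold change of 0.33 (adjusted p = 0.113), against a shared fall of both genes. The fall of Srrm3 cannot be told apart from less neuronal RNA, so this is a hypothesis only. PSI was likewise measured in tissue with several cell types. A changed mix of cells and a change of splicing within cells were not parted, for these exons or for other events.

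Genes with more junction reads had changed events more often, and the share of genes with a changed event was 4.07 times higher in the third of genes with the most junction counts than in the third with the fewest. These genes also had more listed events, which was not parted from reads. Power to call an event is a candidate explanation for which genes carry one, and a list of annotated terms that compares such genes with all genes may favour highly expressed genes. Of 1553 genes with changed splicing in the expression test, 597 were differentially expressed (38.4%), against 3068 of 9036 other genes with a listed event (34.0%), a ratio of 1.13. Changed expression of the gene therefore accounts for little of it.

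Nefl (log2 fold change 0.88) and Nefm (1.65) were higher, beside lower counts of Rbfox3 (-1.35), Syt1 (-0.92) and Gad1 (-1.06). A list of nerve injury genes stood at percentile 99.94 of the random lists, with 8 of 9 genes positive and groups apart (exact permutation test, two-sided p = 0.1). A response to nerve injury is a candidate explanation, and the virus and the loss of L-DL were not parted. The microglial genes Cx3cr1 (1.53), Csf1r (1.34), Trem2 (1.41) and Aif1 (1.06) were higher.

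For genes whose proteins the paper reports as lower, the log2 fold change of RNA was -1.005 for Snap25 (adjusted p = 0.000369, edgeR), -0.46 for Dlg4 (adjusted p = 0.00259, edgeR) and -0.51 for Grin2b (adjusted p = 0.0186, edgeR). It was -0.15 for Camkv (adjusted p = 0.259, edgeR). Of the speckle and U2 genes that the paper names, Srsf2 was higher (0.40, adjusted p = 0.0203, edgeR) and U2af2 lower (-0.34, adjusted p = 0.00628, edgeR). A 67 nt exon of U2af1 had a PSI change of 0.198 and a 104 nt exon of Srsf2 one of 0.0811, with adjusted p-values of 0.125 and 0.247 from the edgeR test.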
